# OCT4 induces embryonic pluripotency via STAT3 signaling and metabolic mechanisms

**DOI:** 10.1073/pnas.2008890118

**Published:** 2021-01-15

**Authors:** Giuliano G. Stirparo, Agata Kurowski, Ayaka Yanagida, Lawrence E. Bates, Stanley E. Strawbridge, Siarhei Hladkou, Hannah T. Stuart, Thorsten E. Boroviak, Jose C. R. Silva, Jennifer Nichols

**Keywords:** developmental biology, single-cell profiling, metabolism, STAT3 pathway, OCT4

## Abstract

OCT4 is a fundamental component of the molecular circuitry governing pluripotency in vivo and in vitro. To determine how OCT4 establishes and protects the pluripotent lineage in the embryo, we used comparative single-cell transcriptomics and quantitative immunofluorescence on control and OCT4 null blastocyst inner cell masses at two developmental stages. Surprisingly, activation of most pluripotency-associated transcription factors in the early mouse embryo occurs independently of OCT4, with the exception of the JAK/STAT signaling machinery. Concurrently, OCT4 null inner cell masses ectopically activate a subset of trophectoderm-associated genes. Inspection of metabolic pathways implicates the regulation of rate-limiting glycolytic enzymes by OCT4, consistent with a role in sustaining glycolysis. Furthermore, up-regulation of the lysosomal pathway was specifically detected in OCT4 null embryos. This finding implicates a requirement for OCT4 in the production of normal trophectoderm. Collectively, our findings uncover regulation of cellular metabolism and biophysical properties as mechanisms by which OCT4 instructs pluripotency.

## Significance

We used single-cell whole-genome transcriptional profiling and protein quantification to investigate the role of OCT4 in establishing pluripotency in the murine embryo. Surprisingly, most pluripotency-associated factors are induced normally in OCT4 null early blastocysts, apart from members of the STAT3 signaling pathway. Coincidentally, certain trophectoderm markers are induced but not *Cdx2*, which was previously implicated to repress *Pou5f1* in vitro. This ectopic gene activation suggests a role for OCT4 in maintaining chromatin in a pluripotency-compatible state, likely via UTF1, a known OCT4 target. At implantation, OCT4 null inner cell masses morphologically resemble trophectoderm but exhibit molecular differences linking metabolic and physical stress responses to loss of OCT4. These effects correlate with reduced STAT3 signaling and consequent reduction of oxidative respiration.

Formation of a mammalian organism pivots upon the establishment of extraembryonic tissues to pattern the fetus and expedite connection with the maternal vascular system while preserving a pluripotent population of cells with the responsive capacity to generate body pattern and tissues progressively during development. The specification of trophectoderm (TE, founder of the placenta) on the outside of the preimplantation embryo coincides with the appearance of the blastocyst cavity and a metabolic switch from pyruvate and lactose to glucose utilization with increased oxygen consumption (1–5). This heralds an increase in metabolic activity by the differentiating TE (6, 7). The murine embryo can overcome adverse consequences associated with accumulation of reactive oxygen species during the metabolic transition to oxidative phosphorylation, facilitated by the transcriptional enhancer factor TEAD4 (8, 9). TEAD4 intensifies in the TE, where it cooperates with nuclear YAP to initiate transcription of TE-specific genes (10, 11). Acquisition of TE identity actuates distinct metabolic requirements compared with the undifferentiated inner cell mass (ICM). During blastocyst expansion, the transcription factor OCT4 (encoded by *Pou5f1*) becomes restricted to the ICM (12). OCT4 is essential for the establishment of the pluripotent epiblast (EPI), preventing differentiation of the embryo toward TE (13) and propagation of pluripotent stem cells in vitro (13–17). Studies in embryonic stem cells (ESC) indicate that the pluripotency network hinges upon OCT4 (18–22). In the embryo, OCT4 is detected throughout cleavage (12), whereas many other pluripotency-associated factors, such as NANOG, appear after the onset of zygotic genome activation (23). However, in embryos lacking OCT4, NANOG emerges robustly (24, 25), ruling out failure to express this key pluripotency network gene as a contributing feature of the OCT4 null phenotype. To date, evidence that all cells in OCT4 null embryos adopt a TE identity is largely restricted to morphology and expression of TE-specific markers at the time of implantation (13, 24, 26). To scrutinize how acquisition of pluripotency fails in OCT4 null ICMs, we used single-cell RNA sequencing (scRNAseq) and quantitative immunofluorescence (QIF) to examine gene expression in wild-type (WT), heterozygous (HET), and OCT4 null mid- and late-blastocyst ICMs. Differences between samples and groups, calculated using bioinformatics and computational analysis, revealed a role for OCT4 in defining the metabolic, pluripotent, and biophysical status of the murine ICM.

## Results

### Divergence of OCT4 Null from Control ICM Cells during Blastocyst Expansion.

To investigate the cause of ICM failure in the absence of OCT4, scRNAseq was performed. ICMs were immunosurgically isolated from embryonic day (E) 3.5 (mid) blastocysts resulting from *Pou5f1* HET inter se mating. ICMs were genotyped using TE lysate (13, 27). 

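ICM cells of E3.5 blastocysts were profiled one by one with Smart-seq2. The data reanalysed are the authors' unnormalized read counts per Ensembl gene and cell. Counts assigned to genes ranged from 494307 to 4644070 per MUT cell (median 1318327) and from 363819 to 3689136 per WT/HET cell (median 1335828). Reads that mapped to more than 1 place made up a median of 41.1% of the read pairs of MUT cells and 38.8% of those of WT/HET cells, and such reads are in none of the counts. These are PCR-amplified reads without molecular identifiers, so every interval and floor derived from them covers counting error only. Cells of an embryo are not independent of each other. Their counts were therefore summed, and the embryo is the replicate in every test. Intervals on shares of cells pool the cells of a group as if independent and may be too narrow. The sums reached 8117581 to 14148069 counts in MUT embryos and 8539537 to 17453036 in WT/HET embryos.

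Expression is given as CPM (counts scaled to library size by the trimmed mean of M values) with the SD over embryos. Genes were compared with edgeR's quasi-likelihood test and adjusted by Benjamini-Hochberg over the 12075 genes that passed its filter, and a gene counts as called at an adjusted p under 0.05. A cell counts as expressing a gene from 1 count upwards. Of the tested genes 746 were called between 4 MUT and 7 WT/HET embryos, 386 higher and 360 lower in MUT. The alternative that moved this number most was DESeq2 on the same sums, with 1607 calls that include 742 of them. Leaving out MUT embryo 10 lowered it to 497 and leaving out WT/HET embryo 14 to 482. With the HET embryos removed 435 genes were called.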

Quality control, as previously reported (28), eliminated inadequate samples, leaving 29 mutant (MUT), 42 WT, and 16 HET cells from four, five, and two mid-blastocysts, respectively (Fig. 1*A* and *SI Appendix*, Table S1). *Pou5f1* RNA was absent from MUT ICM cells, confirming degradation of maternal transcripts (Fig. 1*A* and *SI Appendix*, Fig. S1*A*) consistent with the lack of OCT4 protein observed at the morula stage (13). 

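Oct4 is the gene Pou5f1 (ENSMUSG00000024406, chromosome 17 of GRCm38 from 35506018 to 35510772). It fell from 279 ± 91.2 CPM in WT/HET (n = 7) to 4.11 ± 1.39 CPM in MUT embryos (n = 4), with no overlap between the groups (log2 fold change -6.11, standard error 0.37, adjusted p = 3.18e-06). The alternative that moved it most was limma-trend on the mean log2 CPM of each embryo's cells, which weights cells equally, at a log2 fold change of -6.53. Leaving out single embryos kept the log2 fold change between -6.30 and -5.94. Its RNA was not absent from every MUT cell, which by itself does not show that the gene was active there. At least 1 count was found in 21 of 29 MUT cells, 72.4% (exact Clopper-Pearson 95% interval 52.8 to 87.3%), and in 58 of 58 WT/HET cells. The MUT cells held 156 counts together, with a median of 2 and a maximum of 32 per cell. At 10 CPM or more 2 of 29 MUT cells remained. Mean FPKM was 1.51 ± 2.04 in MUT and 133 ± 59.8 in WT/HET cells (SD over cells).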

To characterize global differences and similarities between genotypes, t-distributed stochastic neighbor embedding analysis was performed (Fig. 1*B* and *SI Appendix*, Fig. S1*A*) using the most variable genes identified in E3.5 blastocysts (*n* = 2,232, log_2_FPKM [fragments per kilobase of transcript per million mapped reads] > 0.5, logCV^2^ > 0.5). MUT cells cluster separately from HET and WT, suggesting changes in transcriptome.

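A principal component analysis of the embryo sums over the 1000 most variable genes put 38.3% of the variance on its first component. MUT and WT/HET embryos did not overlap there (exact two-sided permutation test over the 330 ways of drawing 4 of 11 embryos, p = 0.00303, the smallest possible). Single cells were compared by correlation with cells of other embryos only. Among the 10 nearest such cells of a MUT cell, 97.0% were MUT on average over 4 embryos, where MUT cells made up 27.2% of those on offer. For WT/HET cells the share of MUT neighbours was 3.65%, against 36.9% on offer.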

**Fig. 1.**
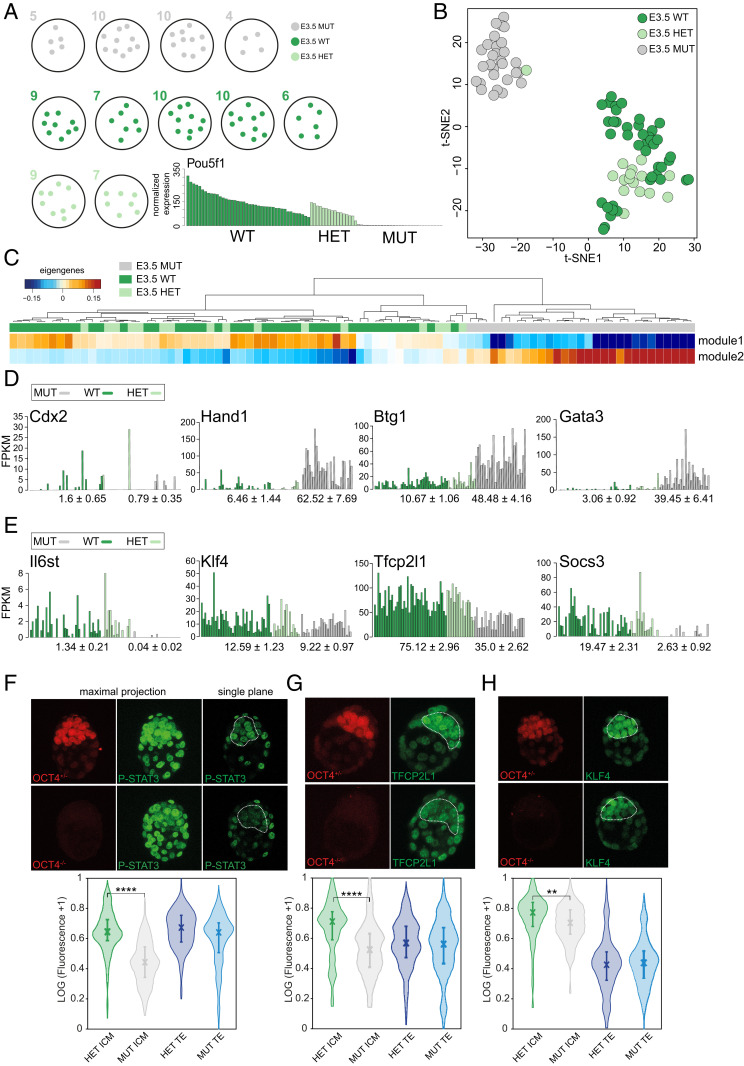
(*A*) Schematic of number of single cells per embryo (E3.5 stages) and their genotype. The bar plot shows FPKM expression of *Pou5f1* for each single cell. (*B*) t-distributed stochastic neighbor embedding plot for early blastocyst cells. The sample color represents the different genotypes. (*C*) One-way hierarchical cluster of eigengenes values (weighted average expression profile) computed from WGCNA (power 10; distance = 0.35, size = 30). (*D*) Bar plot of FPKM expression of selected TE markers and mean ± SD for WT/HET and MUT (*P* adjusted *Cdx2*: 0.96, *Hand1:* 2.32 × 10^−10^, *Btg1:* 2.32 × 10^−10^, and *Gata3:* 2.32 × 10^−10^). (*E*) FPKM expression of genes in STAT3 pathway (*P* adjusted *Il6st*: 1.35 × 10^−15^, *Klf4*: 1, *Tfcp2l1*: 5.88 × 10^−10^, and *Socs3*: 1.45 × 10^−16^). (*F*) Confocal images and normalized expression of OCT4 HET and MUT embryos stained for p-STAT3, (*G*) TFCP2L1, and (*H*) KLF4 and corresponding violin plots of quantitative immunofluorescence analysis.

Weighted gene correlation network analysis (WGCNA) allows for the extraction of modules defined by coregulated genes combined with unsupervised clustering (Fig. 1*C*). 

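Gdf3 (ENSMUSG00000030117, chromosome 6 from 122605403 to 122610087) had 1 count in all MUT cells together and 7192 in WT/HET cells, or 0.0351 ± 0.0701 against 78.5 ± 20.7 CPM (log2 fold change -11.12, standard error 0.56, adjusted p = 7.19e-07). With 1 count the fitted size depends on the prior count. As a ratio of shares of all counts Gdf3 was 3539-fold lower (exact Clopper-Pearson 95% interval 635 to 139809). Zfp42 (ENSMUSG00000051176, chromosome 8 from 43295063 to 43306980) was 142 ± 25.3 CPM in MUT and 256 ± 20.1 CPM in WT/HET embryos (log2 fold change -0.85, standard error 0.14, adjusted p = 0.00549). Both genes separated all 4 MUT from all 7 WT/HET embryos.

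Gata3 (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034) rose to 163 ± 16.8 CPM in MUT from 9.56 ± 7.78 CPM (log2 fold change 4.08, standard error 0.73, adjusted p = 0.00694). Hand1 (ENSMUSG00000037335, chromosome 11 from 57828705 to 57832818) rose to 154 ± 42.2 from 12.2 ± 10.2 CPM (log2 fold change 3.67, standard error 0.62, adjusted p = 0.00561), again without overlap. Krt18 (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) averaged 115 ± 97.6 CPM in MUT and 38.3 ± 54.7 CPM in WT/HET embryos and was not called (log2 fold change 1.58, standard error 0.79, adjusted p = 0.278). Embryo 15, a HET, holds most of the control counts of Krt18. Without it the log2 fold change was 2.67 with an adjusted p of 0.0190. Against WT embryos alone Krt18 was called too, and over its alternatives the adjusted p ran from 0.0190 to 0.588.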

Two main modules emerged: module 1 coclusters HET and WT and coregulates pluripotency-associated genes such as *Pou5f1*, *Gdf3*, and *Zfp42* (29–31); module 2 is specific for MUT cells, expressing established TE markers, including *Gata3*, *Hand1*, and *Krt18* (32–35) (*SI Appendix*, Fig. S1*B* and Table S2). 

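HET embryos 15 and 16 were set against the 5 WT embryos of the same stage. edgeR called 0 of 13351 genes, while 1056 had an unadjusted p under 0.05. DESeq2 called 181 genes, 46 higher and 135 lower in HET, and the weighting of cells equally called 3. Pou5f1 averaged 207 ± 19.0 CPM in HET and 323 ± 92.5 CPM in WT embryos (log2 fold change -0.65, standard error 0.29, adjusted p = 0.629). Both HET embryos lay below the WT mean, and 4 of 5 WT embryos lay above the HET mean. Nanog and Klf4 were -0.37 and -0.33 log2 units apart, with adjusted p of 0.669 and 0.912. Esrrb differed by -0.14 (adjusted p = 0.964), and by 0.00 once WT embryo 13 was left out. With 2 embryos on a side, a lack of calls leaves differences of this size open.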

Interestingly, HET and WT cells clustered together, indicating no more than a negligible effect of reduced *Pou5f1* in HET embryos, contrasting with the elevated and more homogeneous expression of *Nanog*, *Klf4*, and *Esrrb* previously reported in *Pou5f1* HET ESCs (36) (*SI Appendix*, Fig. S1*C*).

### Suppression of TE Gene Network in the ICM Depends on OCT4.

In light of the significant transcriptional differences revealed above, we sought insight into regulation of pluripotency genes in E3.5 WT/HET and MUT ICM cells. 

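Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) was 757 ± 274 CPM in MUT and 606 ± 114 CPM in WT/HET embryos (log2 fold change 0.32, standard error 0.24, adjusted p = 0.499). Counts were present in 29 of 29 MUT and 57 of 58 WT/HET cells. With single embryos left out the log2 fold change stayed between 0.18 and 0.57 and was never called.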

Consistent with previously published immunohistochemistry (IHC) (24, 25), *Nanog* was detected, albeit heterogeneously, in MUT cells (*SI Appendix*, Fig. S1*D*). Conversely, *Sox2* was not significantly affected at either RNA or protein levels, as revealed by QIF (*SI Appendix*, Fig. S1 *D* and *E*) (37). 

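Sox2 (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461) averaged 22.5 ± 6.49 CPM in MUT embryos against 25.7 ± 6.77 CPM in WT/HET (log2 fold change -0.19, standard error 0.28, adjusted p = 0.767). It was detected in 26 of 29 MUT cells and 57 of 58 WT/HET cells. No embryo left out turned its direction or brought a call.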

*Esrrb*, reported to be a direct OCT4 target in vivo (24), showed modest down-regulation in MUT cells by scRNAseq but no obvious difference at the protein level via QIF (*SI Appendix*, Fig. S1 *D* and *E*), suggesting initiation of expression independent of OCT4. 

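For Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) the group means were 23.0 ± 5.82 CPM in MUT and 28.0 ± 8.08 CPM in WT/HET embryos (log2 fold change -0.28, standard error 0.28, adjusted p = 0.631). MUT cells with counts numbered 26 of 29, WT/HET cells 57 of 58. Leave-one-out fits gave between -0.47 and -0.18.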

Specific chromatin components establish and maintain pluripotency (38). *Utf1*, a direct OCT4 target (39), is expressed in normal ICM and EPI (40); its expression decreases upon differentiation (41), consistent with its role in maintaining a chromatin structure compatible with self-renewal in vitro (42). *Utf1* was not detected in MUT blastocysts (*SI Appendix*, Fig. S1*D*). 

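Utf1 (ENSMUSG00000047751, chromosome 7 from 139943789 to 139945112) averaged 1.21 ± 1.39 CPM in MUT and 52.5 ± 30.5 CPM in WT/HET embryos, a 43.5-fold decrease between the means (log2 fold change -5.32, standard error 0.86, adjusted p = 0.00477 in the fit). All 4 MUT embryos lay below all 7 controls. Leaving out any embryo kept the call, at log2 fold changes between -6.14 and -4.95. The transcript was still seen in 6 of 29 MUT cells, against 55 of 58 WT/HET cells.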

TE markers, such as *Hand1*, *Gata3*, and *Btg1*, were found in most MUT cells, whereas *Cdx2* was poorly represented (5/29 MUT cells; Fig. 1*D*), suggesting that TE differentiation of MUT cells is not primarily directed by *Cdx2*, although its protein appeared in the majority of later OCT4 null ICMs by E4.0 (26).

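By cell, Hand1 was detected in 27 of 29 MUT and 32 of 58 WT/HET cells, and Gata3 in 29 of 29 and 32 of 58. Mean FPKM of Hand1 was 62.5 ± 41.5 in MUT and 6.46 ± 11.0 in WT/HET cells (SD over cells). Btg1 (ENSMUSG00000036478, chromosome 10 from 96617006 to 96622809) was present in nearly all cells of both groups, 29 of 29 and 56 of 58, and differed in level, at 233 ± 52.1 CPM in MUT and 48.4 ± 18.4 CPM in WT/HET embryos (log2 fold change 2.27, standard error 0.31, adjusted p = 0.00231). None of the 11 fits with an embryo left out lost the call on Hand1, Gata3 or Btg1.

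Cdx2 (ENSMUSG00000029646, chromosome 5 from 147300805 to 147307270) was found in 5 of 29 MUT cells and 13 of 58 WT/HET cells. The mean share per embryo fell by 4.95 percentage points in MUT (exact two-sided permutation test over 330 splits, p = 0.636, smallest possible 0.00303). Its level averaged 1.75 ± 1.78 CPM in MUT and 2.46 ± 2.36 CPM in WT/HET embryos and was not called (log2 fold change -0.48, standard error 1.25, adjusted p = 0.879).

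**Figure D1:**
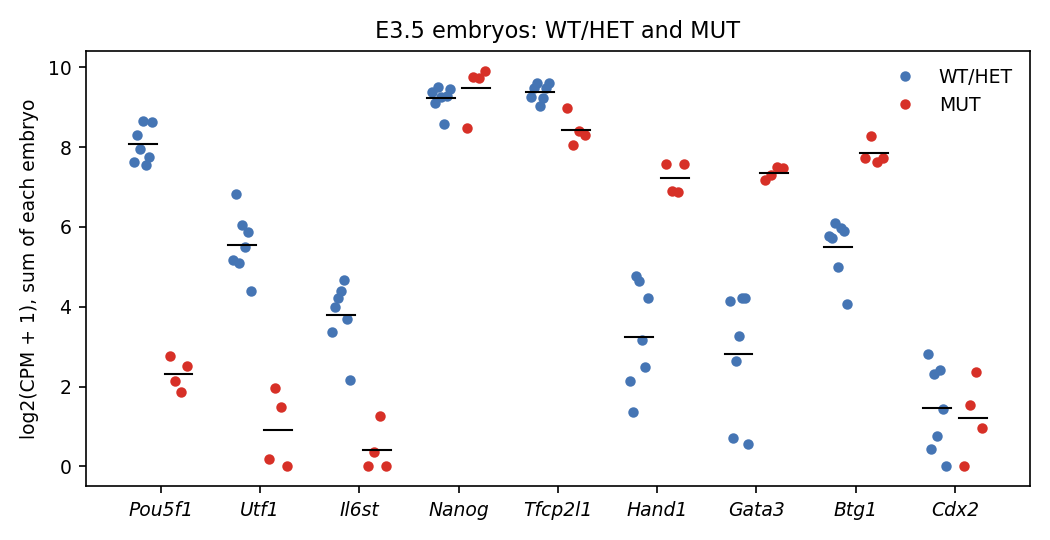
Expression of 9 genes in E3.5 embryos, each dot the sum of the cells of an embryo in log2(CPM + 1), with WT/HET embryos in blue, MUT embryos in red and black bars at the means. Pou5f1, Utf1 and Il6st lie lower and Hand1, Gata3 and Btg1 higher in every MUT embryo, while Nanog and Cdx2 overlap.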

### Reduction of JAK/STAT Signaling Distinguishes OCT4 Null ICMs.

The JAK/STAT signaling pathway is fundamental for self-renewal and pluripotency in vivo and in vitro (43–45). Active P-STAT3 protein and its targets *Klf4* (46) and *Tfcp2l1* (47) were significantly lower in MUT cells at both messenger RNA (mRNA) and protein levels (Fig. 1 *E*–*H*). 

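Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) reached 27.6 ± 5.05 CPM in MUT and 36.5 ± 13.2 CPM in WT/HET embryos. The MUT mean is lower, but the difference was not called (log2 fold change -0.41, standard error 0.30, adjusted p = 0.492), and with single embryos left out it stayed uncalled in 11 of 11 fits. The paper's figure legend gives an adjusted p of 1 for Klf4. Tfcp2l1 (ENSMUSG00000026380, chromosome 1 from 118627945 to 118685168) fell to 356 ± 102 CPM from 672 ± 97.8 CPM, with every MUT embryo below every control (log2 fold change -0.92, standard error 0.18, adjusted p = 0.0121) and the call kept in 11 of 11 such fits.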

Total *Stat3* mRNA did not vary (*SI Appendix*, Fig. S1*F*). 

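Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) averaged 116 ± 20.4 CPM in MUT and 93.8 ± 16.9 CPM in WT/HET embryos (log2 fold change 0.30, standard error 0.18, adjusted p = 0.361), so the RNA of Stat3 itself was not called as lower. With cells weighted equally the median of all genes was -0.23, and the log2 fold change of Stat3 lay above it at -0.04, and the adjusted p over all alternatives ran from 0.274 to 0.933. The protein and its phosphorylation were not analysed here.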

Reduced STAT3 signaling in MUT embryos was most likely attributable to the absence of its upstream cytokine receptor subunit, *gp130* (*Il6st*; Fig. 1*E*), also a putative target of OCT4 in ESC (*SI Appendix*, Table S3; https://chip-atlas.org/). 

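Il6st encodes gp130 (ENSMUSG00000021756, chromosome 13 from 112464070 to 112510086). All MUT cells together held 21 counts of it and WT/HET cells 1441, which gives 0.417 ± 0.659 and 14.5 ± 6.96 CPM (log2 fold change -4.99, standard error 1.01, adjusted p = 0.0132). Detection fell from 40 of 58 to 3 of 29 cells. The groups did not overlap, and the log2 fold change ranged between -6.81 and -4.62 when embryos were left out singly.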

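Socs3 (ENSMUSG00000053113, chromosome 11 from 117966079 to 117970047) averaged 4.73 ± 7.81 CPM in MUT against 52.2 ± 23.6 CPM in WT/HET embryos. All 4 MUT embryos lay below all 7 controls, yet edgeR did not call it (log2 fold change -3.42, standard error 1.06, adjusted p = 0.0756). MUT embryos spread widely, up to 16.3 CPM in embryo 12. Without that embryo the log2 fold change was -5.71 and the adjusted p 0.00862. DESeq2 and the equal weighting of cells called Socs3, and the adjusted p of its alternatives spanned 0.000679 to 0.155. Cells with counts fell from 52 of 58 to 9 of 29.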

*Socs3*, a STAT3 target that exerts negative feedback regulation (48), was barely detectable in MUT cells (Fig. 1*E*). Principal component analysis (PCA) computed with JAK/STAT signaling pathway genes (https://www.genome.jp/kegg/) segregates MUT from WT/HET cells (*SI Appendix*, Fig. S1*G*); the cumulative sum on the relative percentage of gene expression is significantly higher (*P* < 0.05) in WT/HET, indicating down-regulation of this pathway in MUT cells (*SI Appendix*, Fig. S1*H*). 

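The paper's KEGG list for this pathway was not used here, and a JAK/STAT list of 63 genes was written by hand instead. Of its 56 tested genes 4 were called higher and 6 lower in MUT. Adjusted over the list alone the numbers were 5 and 9. Akt2, Pim3 and Socs2 had the smallest adjusted p, with log2 fold changes of -1.82, 1.15 and -3.25. List-wide tests were run with camera on per-embryo log2 CPM, with Benjamini-Hochberg adjustment over 17 lists. The JAK/STAT list was not called (median difference -0.02, mean -0.61, adjusted p = 0.541). The median of the edgeR fold changes has the opposite sign, 0.20. With fry the adjusted p was 0.0727, and over all alternatives it went from 0.0727 to 0.911. A component analysis restricted to this list was not run.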

Consistent with a role for OCT4 in control of STAT3 signaling, we observed a rapid increase in pSTAT3 following overexpression of OCT4 in ESCs (*SI Appendix*, Fig. S1 *I* and *J*).

### Dissecting Overt Impairment of Lineage Segregation in Mature OCT4 Null ICMs.

The results so far reveal a reduced expression of direct OCT4 targets and JAK/STAT pathway members in MUT ICMs coincident with the ectopic activation of selected TE genes, indicating transcriptional divergence in MUT cells by E3.5. 

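Hand-written marker lists were tested in the same way. TE markers were higher in MUT (median difference 1.69 over 16 genes, camera adjusted p = 0.000949), with 5 genes called higher and 0 lower, or 8 and 1 adjusted over the list alone. Pluripotency genes were lower (median -0.44 over 26 genes, adjusted p = 0.0216), with 7 called lower and 1 higher, or 9 and 3 within the list. Without MUT embryo 19 the pluripotency list had an adjusted p of 0.0717. Both lists were also called with fry, and neither was once the correlation between genes was estimated from the data, at 0.431 each. For TE markers the alternatives spanned 1.13e-05 to 0.431 and for pluripotency genes 0.00243 to 0.431. Other divisions of the 11 embryos gave such small p often enough that chance is not excluded for either list.

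The 5 largest called increases among genes with 20 CPM or more and no overlap between groups were Efna1, I0C0044D17Rik, Tmem56, Trim43c and Gm3286 (ENSMUSG00000079423), with log2 fold changes of 5.32, 4.90, 4.68, 4.27 and 4.22. The increase of Trim43c was not called without MUT embryo 10 (log2 fold change 3.56, adjusted p = 0.0556). Largest among the decreases were Gdf3, Pou5f1 and Utf1 together with Ildr1 and Tdgf1. Ildr1 had 0 counts in MUT embryos, at least 716-fold lower than in WT/HET when set against a floor of 3 counts over the group. Tdgf1 went from 138 ± 110.4 to 0.798 ± 0.856 CPM (log2 fold change -7.24, adjusted p = 0.00192).

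The authors put 3 observations side by side, the lower RNA of genes that OCT4 regulates directly, the lower STAT3 signal with its receptor and targets, and the TE transcripts in cells of the ICM. The paper concludes from them that the transcriptome of MUT cells has already turned away from that of the ICM at this stage.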

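At E4.5 the replicates are 2 MUT embryos (3 and 8) and 6 WT/HET embryos, of which 5 and 6 are WT. EPI and PrE cells of a control embryo were summed separately. Counts assigned to genes had medians of 1609943 per MUT cell (907729 to 2112386), 1681933 per EPI cell (745314 to 3065950) and 1772045 per PrE cell (611759 to 2760717). Multiply mapped reads took a median of 22.0% in MUT, 24.9% in EPI and 19.7% in PrE cells. The sums held 12403874 and 17006515 counts in the MUT embryos, 3912090 to 15001181 in EPI and 2736296 to 13356319 in PrE. All E4.5 cells were sequenced on a plate without E3.5 cells, so stage and plate cannot be separated.

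Against EPI 637 of 12953 tested genes were called (298 higher, 339 lower in MUT), and against PrE 466 of 12246 (213 higher, 253 lower). Against the summed EPI and PrE cells of each control embryo the number was 1039 of 14105 (437 higher, 602 lower). These numbers lean on both MUT embryos. Without embryo 3 they were 226, 169 and 524, and without embryo 8 271, 253 and 835. With WT embryos as the only controls, 2 against 2, they fell to 48, 27 and 25. Most single genes called at E4.5 are uncalled in that smaller comparison. In simulated data with 200 changed genes, 55.4, 62.0 and 43.3% of DESeq2 calls against EPI, PrE and ICMs fell on unchanged genes. For edgeR these shares were 2.33, 2.67 and 0.813%. A DESeq2 call at E4.5 is therefore weak support where edgeR made none.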

For a detailed characterization of the diversion of ICM toward TE in embryos lacking OCT4, diffusion component analysis was performed on ICMs isolated immunosurgically from implanting embryos at E4.5 (Fig. 2*A* and *SI Appendix*, Fig. S2*A*); 19 cells isolated from 2 MUT, 22 from 2 WT, and 44 from 4 HET E4.5 ICMs were analyzed (*SI Appendix*, Table S1 and Fig. 2 *B* and *C*). The expression level of *Pou5f1* was measured in each cell (*SI Appendix*, Fig. S2*B*). 

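No E4.5 MUT cell held a count of Pou5f1, 0 of 19 (exact Clopper-Pearson 95% interval 0 to 17.6%). It was detected in 36 of 37 EPI and 25 of 29 PrE cells. With the MUT group set to a floor of 3 counts, Pou5f1 was at least 1422-fold lower than in EPI (151 ± 61.0 CPM, n = 6) and at least 871-fold lower than in PrE (91.3 ± 42.9 CPM). edgeR called both (adjusted p = 0.000317 and 0.000845), and no embryo left out removed a call. The fitted log2 fold changes of -13.74 and -12.80 depend on the prior count, because the MUT sums are 0.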

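EPI and PrE sums of the 6 WT/HET embryos differed in 958 of 9762 genes, 450 higher in EPI and 508 higher in PrE. The authors assigned cells to EPI or PrE from these same transcriptomes, so the numbers describe the assigned classes and are no separate test of them. Weighting cells equally moved the number most, to 1824. Leaving out single embryos gave 649 to 916. Igfbp2, Enox1, Fgfbp1, Fgf4 and Gjc1 were the largest EPI-side differences by the rule used for E3.5. All had 0 counts in PrE and were at least 4594, 1696, 1599, 1208 and 901-fold higher in EPI. On the PrE side stood Plac1, Myo7a, Cdh6 and Ubash3b, without counts in EPI and at least 2015, 1776, 1444 and 1284-fold higher in PrE. Timd2 completed them with 4 counts in EPI (log2 fold change -12.57, adjusted p = 2.40e-08). Pou5f1 itself was not called between the lineages (log2 fold change 0.67, adjusted p = 0.279).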

WT and HET cells assume identity of either EPI or primitive endoderm (PrE): 37 versus 29, respectively (Fig. 2 *A*–*C* and *SI Appendix*, Fig.S2 *A* and *B*). No E4.5 MUT cells cluster near EPI or PrE (Fig. 2*A* and *SI Appendix*, Fig. S2*A*). 

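In a component analysis of the E4.5 sums the first component (41.3% of variance) split EPI from PrE and the second (16.9%) set both MUT embryos apart from all others. The separation of 2 MUT from 6 control sums reached the smallest p that 28 splits allow, 0.0357 (exact two-sided permutation test). With a MUT embryo left out the smallest possible p is 0.143. Among the 10 nearest cells from other embryos, those of a MUT cell were MUT in 90.0%, EPI in 7.27% and PrE in 2.73%. The MUT share was 80.0% in embryo 3 and 100% in embryo 8. Cells of embryo 3 had only the 8 MUT cells of embryo 8 on offer. Their share could thus not exceed 80.0%, and cells of other classes had to fill the rest. The EPI and PrE shares among neighbours of MUT cells therefore say nothing about likeness to EPI or PrE. EPI and PrE cells had neighbours of their own class in 100%.

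**Figure D2:**
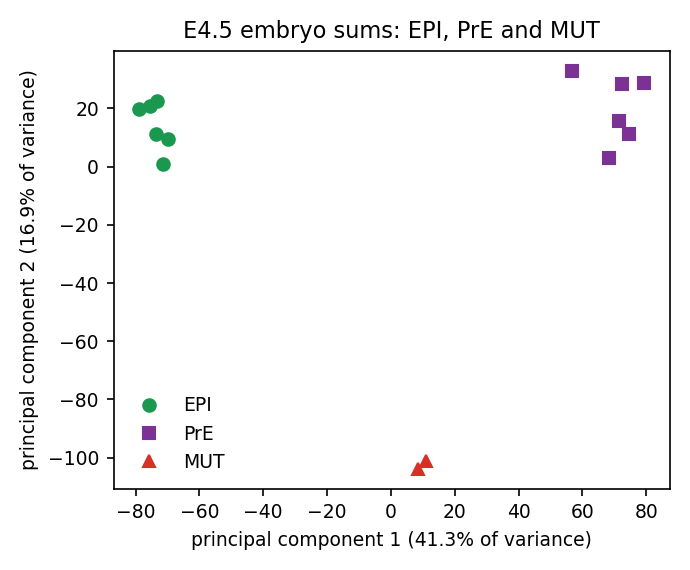
First and second principal component of E4.5 embryo sums over the 1000 most variable genes, with EPI, PrE and MUT sums in separate colours. MUT embryos sit between EPI and PrE on the first component and apart from both on the second.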

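Sox7 (ENSMUSG00000063060, chromosome 14 from 63943673 to 63950732) had 0 counts in MUT cells and 179.8 ± 64.2 CPM in PrE, at least 1715-fold lower (adjusted p = 0.000177). Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692) averaged 1.04 ± 1.47 CPM in MUT embryos and 211 ± 95.4 CPM in PrE (log2 fold change -7.71, standard error 1.39, adjusted p = 0.0154). That call held in 8 of 8 fits with an embryo left out but not against WT embryos alone (range of adjusted p over alternatives 1.11e-16 to 0.182). Sox17 (ENSMUSG00000025902, chromosome 1 from 4490931 to 4497354) was 9.77 ± 13.7 CPM in MUT and 247 ± 121 CPM in PrE and was not called (log2 fold change -4.67, standard error 1.49, adjusted p = 0.119), although the groups did not overlap. Its 236 MUT counts lie mostly in embryo 8, without which the log2 fold change was -11.70 (adjusted p = 0.00587). DESeq2 and the equal weighting of cells called Sox17, with alternatives from 0.000165 to 0.482. Between EPI and PrE all 3 genes were lower in EPI, at log2 fold changes of -6.40, -9.76 and -5.70.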

ScRNAseq failed to identify significant expression of maturing PrE markers such as *Sox17*, *Gata4*, or *Sox7* (Fig. 2*D*) in E4.5 MUTs, as predicted from IHC or bulk RNA analysis (24, 25). Rarely, E4.5 MUT cells expressed *Pdgfrα* (Fig. 2*D*), probably reflecting initiation of expression prior to loss of maternal OCT4 since PDGFRα, like GATA6, is an early presumptive PrE marker (49, 50).

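Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) averaged 47.7 ± 37.1 CPM in MUT embryos and 179.8 ± 62.3 CPM in PrE, and edgeR did not call the difference (log2 fold change -1.91, standard error 0.57, adjusted p = 0.0937). MUT and PrE embryos did not overlap. DESeq2 and the equal weighting of cells called it, and the adjusted p of the alternatives ranged from 0.000235 to 0.514. Pdgfra had counts in 4 of 19 MUT and 29 of 29 PrE cells. Mean FPKM was 4.82 ± 13.6 and 17.1 ± 10.9 (SD over cells). The legend of the paper gives an adjusted p of 0.11 for the comparison.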

**Fig. 2.**
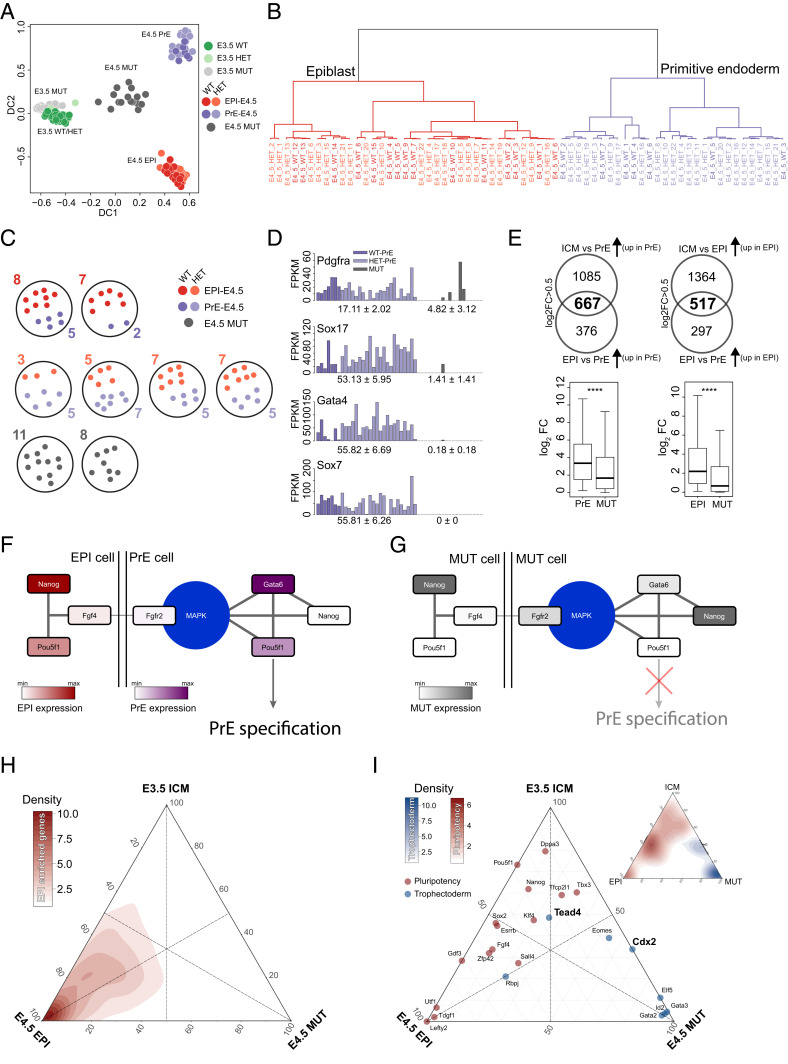
(*A*) Diffusion plot of early and late blastocyst cells; color represents the different genotypes and lineages. (*B*) Dendrogram (agglomeration method: ward.D2) for late blastocyst ICM WT/HET cells and (*C*) schematic representation of the number of late ICM single cells per embryo and their genotype. (*D*) Single-cell FPKM expression of PrE markers and mean ± SD (*P* adjusted *Pdgfra*: 0.11, *Sox17*: 2.75 × 10^−10^, *Gata4*: 1.62 × 10^−10^, and *Sox7*: 1.62 × 10^−10^) in PrE and MUT cells. (*E*, *Top*) Venn diagram showing the number of significant (*P* adjusted < 0.05) and enriched PrE and EPI genes. (*E*, *Bottom*) Box plot of log_2_FPKM in late blastocyst PrE and MUT cells of 667 genes and late blastocyst EPI and MUT cells of 517 genes. (*F*) Network of genes associated with PrE specification in WT cells and (*G*) MUT cells. (*H*) Ternary plot of early WT/HET early blastocyst cells, WT/HET EPI, and MUT cells. Axes show the relative fraction of expression of 814 EPI-enriched genes or (*I*) pluripotent and TE-associated genes.

WGCNA revealed independent clustering of MUT cells and coexpression of specific genes normally mutually exclusive by E4.5 (*SI Appendix*, Fig. S2*C* and Table S4). We assessed quantitatively and qualitatively the PrE and EPI genes underrepresented in E4.5 MUTs (Fig. 2*E* and *SI Appendix*, Fig. S2*D*) and observed a significant drop in intensity in MUT cells, suggesting global failure to activate both PrE and EPI transcription networks. 

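Genes enriched in a lineage were taken from the EPI against PrE comparison, and MUT embryos were then compared with that lineage. Of 450 EPI-enriched genes 380 (84.4%) were lower in MUT than in EPI, with a median log2 fold change of -1.18. Called lower were 127 and called higher 13. Of 508 PrE-enriched genes 408 (80.3%) were lower in MUT than in PrE (median -1.04), 129 of them called, with 14 called higher. Over all tested genes 50.9 and 48.4% were lower. Because the same sums define the lists and enter the comparison, part of this drop is built in. Without MUT embryo 3 the called numbers were 61 and 66, and without embryo 8 73 and 102.

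PrE markers of a hand-written list were lower in MUT than in PrE (camera adjusted p = 1.88e-21, median difference -3.82 over 23 genes), 14 of them called lower, or 21 adjusted over the list alone. The call held with fry and with an estimated correlation between genes. By the naming rule Tfec, Emb, Sox7 and Gas6 were among the largest decreases against PrE. Emb went from 40878 counts to 1 (log2 fold change -13.97, adjusted p = 8.38e-05) and as a share of all counts was 24116-fold lower (exact Clopper-Pearson 95% interval 4328 to 952562). Tfec and Gas6 had 0 counts in MUT and were at least 1987 and 1128-fold lower. The call on Tfec (adjusted p = 0.00719) was lost without MUT embryo 3 (0.0518). Trh, Gdf3, Ddx58 and Enox1, the largest decreases against EPI beside Pou5f1, had 0 MUT counts too and were at least 8418, 2183, 1135 and 1004-fold lower.

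The authors see MUT cells apart from both lineages, and genes of both lineages at reduced levels in them. The paper proposes from this that neither program is switched on as a whole.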

In normal late blastocysts, *Gata6* becomes restricted to a subset of cells constituting the PrE. 

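Gata6 (ENSMUSG00000005836, chromosome 18 from 11052064 to 11085635) was 0.988 ± 1.59 CPM in EPI and 194 ± 50.3 CPM in PrE sums of the same 6 embryos (log2 fold change -7.44, standard error 1.06, adjusted p = 0.000395). Nanog went the other way, with 295 ± 101 CPM in EPI and 1.14 ± 2.49 CPM in PrE (log2 fold change 7.90, standard error 1.07, adjusted p = 0.000262). No value overlapped for either gene. Of the cells, 2 of 37 EPI and 29 of 29 PrE cells had Gata6 counts, and 37 of 37 and 5 of 29 had Nanog counts. Both transcripts met in 2 of 37 EPI and 5 of 29 PrE cells.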

As expected, in WT/HET embryos, its expression is mutually exclusive with *Nanog* (50, 51). However, in E4.5 MUTs, 7/19 cells coexpressed *Gata6* and *Nanog* (*SI Appendix*, Fig. S2*E*), confirming a role for OCT4 in mediating mutual repression (24). 

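At a threshold of 1 count, 11 of 19 MUT cells held both transcripts, 57.9% (exact Clopper-Pearson 95% interval 33.5 to 79.7%), where the paper counts 7. Per embryo the share exceeded that of EPI cells by 52.4 percentage points (exact two-sided permutation test over 28 splits, p = 0.0357, the smallest possible). Against PrE cells it was 35.2 points higher (p = 0.107). The threshold matters here. From 5 counts upwards 8 MUT cells remained, and the difference from PrE was 36.4 points at p = 0.0357. Leaving out control embryo 6 lowered the p against PrE to 0.0476. Without embryo 1 or 2 it rose to 0.190, and without embryo 4, 5 or 7 to 0.143. A MUT embryo left out makes 0.143 the smallest p that can be reached. Gata6 level in MUT embryos was 66.5 ± 19.8 CPM, against PrE a log2 fold change of -1.49 (adjusted p = 0.0554). Without PrE of embryo 6 it was -1.56 at an adjusted p of 0.0477. DESeq2, a filter at 10 CPM and the equal weighting of cells called Gata6 with all embryos (alternatives 0.00105 to 0.596). Nanog averaged 542 ± 194 CPM in MUT and was not called against EPI (log2 fold change 0.87, adjusted p = 0.220), with the sign reversed at -2.03 when cells were weighted equally.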

PrE induction and differentiation is induced by FGF4 produced from EPI cells (52) interacting with FGFR1 and FGFR2 (53–55). 

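Fgf4 (ENSMUSG00000050917, chromosome 7 from 144847367 to 144865243) averaged 19.9 ± 15.5 CPM in MUT embryos and 75.9 ± 40.9 CPM in EPI, and the difference was not called (log2 fold change -1.93, standard error 0.82, adjusted p = 0.236). Counts were found in 7 of 19 MUT, 25 of 37 EPI and 0 of 29 PrE cells. At E3.5 Fgf4 was called lower in MUT than in WT/HET (log2 fold change -3.79, adjusted p = 0.0270), and this was lost without MUT embryo 17 (0.0711, log2 fold change -3.70) or WT/HET embryo 14 (0.0549, -3.53) and kept under the other alternatives. Both receptors were compared with whole control ICMs. Fgfr1 (ENSMUSG00000031565, chromosome 8 from 25513654 to 25575718) reached 58.1 ± 14.5 CPM in MUT and 19.6 ± 5.97 CPM in WT/HET (log2 fold change 1.57, standard error 0.43, adjusted p = 0.0588). It fell short of a call in the edgeR fit but was called by DESeq2, with a filter at 10 CPM and with shallow cells left out (adjusted p over alternatives 0.0109 to 0.303). Fgfr2 (ENSMUSG00000030849, chromosome 7 from 130162451 to 133123350) reached 161 ± 11.4 against 18.7 ± 9.77 CPM (log2 fold change 3.11, standard error 0.51, adjusted p = 0.00762). The Fgfr2 call held in 8 of 8 fits with an embryo left out. It was lost against WT embryos alone and in a fit with EPI, PrE and MUT as 3 groups, and its alternatives spanned 3.12e-06 to 0.145.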

The failure of this early lineage segregation in E4.5 MUT ICMs confirms the requirement for OCT4 induction of FGF4 (13); consequently, E4.5 MUT cells express only minimal *Fgf4* but up-regulate *Fgfr1* and *Fgfr2* (*SI Appendix*, Fig. S2*F*). We adapted a model of the gene network directing the second lineage decision, EPI versus PrE (56), in WT/HETs compared with MUT cells. In the presence of OCT4, EPI cells express NANOG and FGF4 (Fig. 2*F*). FGF4 drives PrE fate transition and restriction (57) by triggering ERK signaling, suppressing NANOG, and activating PrE markers SOX17, GATA4, and SOX7. However, in E4.5 MUT cells, the ERK signal is disrupted and generally down-regulated (*SI Appendix*, Fig. S2*G*), resulting in the absence of PrE markers (Fig. 2*G*).

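A hand-written ERK/MAPK list of 51 tested genes was not called between MUT and WT/HET embryos (camera, median difference -0.21, adjusted p = 0.606). With fry it was called lower (0.0258), and the alternatives ran from 0.0258 to 0.863. Single genes called were 1 higher and 2 lower, the same numbers as when adjusted over the list alone. Against EPI (adjusted p = 0.602) and against PrE (0.589) the list was not called either. Signs are mixed there. Against PrE camera gives the direction as down, while the median difference is 0.11 and the median of the edgeR fold changes -0.20. Against EPI the mean difference is 0.27 and the median of edgeR fold changes -0.19.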

Having identified normal expression of some pluripotency factors in mid-MUT embryos, we inspected late blastocyst ICMs for EPI-enriched genes (*n* = 814, Fig. 2*E*). Ternary plots represent the expression density between three different conditions. We reasoned that if MUT cells fail to express EPI-enriched genes globally, a bias in the density distribution would be expected. Indeed, the EPI/ICM sides of the triangle showed the highest density for EPI-enriched genes when compared with MUT (Fig. 2*H*). 

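To avoid defining and testing a list on the same embryos, control embryos 1, 2 and 5 were used to find lineage-enriched genes and embryos 4, 6 and 7 to compare with MUT. Of 93 EPI-enriched genes found in this way 92 could be tested, and 79 of these (85.9%) were lower in MUT, 24 of them called, with a median log2 fold change of -2.36. Of 175 PrE-enriched genes 143 (81.7%) were lower and 22 called (median -1.56). TE cells of the paper's comparison were not analysed here.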

We then explored the distribution of pluripotency and TE-associated factors along the ternary plot. Genes not expressed in MUT cells localize close to the EPI apex; these include *Utf1*, *Lefty2*, and *Tdgf1*. 

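Utf1 was 12.4 ± 9.14 CPM in MUT embryos and 512 ± 155 CPM in EPI (log2 fold change -5.36, standard error 0.61, adjusted p = 0.00130). It too was lower rather than absent, with counts in 9 of 19 MUT and 37 of 37 EPI cells. Lefty2 (ENSMUSG00000066652, chromosome 1 from 180893108 to 180899103) had 1 count in MUT cells and 307 ± 134 CPM in EPI (log2 fold change -12.67, standard error 1.22, adjusted p = 0.000510). As a share of all counts it was 8863-fold lower (exact Clopper-Pearson 95% interval 1591 to 350096). Both calls held in 8 of 8 fits with an embryo left out and were lost against WT embryos alone, where adjusted p was at its highest (ranges 4.05e-32 to 0.0671 and 5.16e-16 to 0.0682). Tdgf1 (ENSMUSG00000032494, chromosome 9 from 110939603 to 110946158) was lower rather than absent, at 248 ± 269 against 1975 ± 601 CPM (log2 fold change -2.99, standard error 0.72, adjusted p = 0.0449), with counts in 12 of 19 MUT cells. Its call was lost when MUT embryo 8 or EPI of embryo 2, 4, 5, 6 or 7 was left out, at log2 fold changes of -2.16, -2.91, -2.94, -2.86, -2.98 and -2.94. WT embryos alone and the 3-group fit lost it as well (alternatives 0.000475 to 0.417).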

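The hand-written pluripotency list was lower in MUT than in EPI (camera, median difference -1.78 over 32 genes, adjusted p = 6.39e-06). Of its genes 11 were called lower and 1 higher, or 13 and 4 within the list alone. Etv5, Gdf3 and Lefty2 had the smallest adjusted p, and Etv5 changed by -3.51 log2 units. Against whole WT/HET ICMs the list was lower too (0.000976), except with cells weighted equally, where the adjusted p was 0.0764. Both calls held with fry and not with an estimated correlation between genes, and alternatives spanned 2.70e-07 to 0.0732 against EPI and 9.69e-05 to 0.327 against ICMs. Against PrE the list was not called (0.95) and stood higher by 0.77 in the median.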

Overall, most pluripotency factors cluster at the ICM/EPI side, indicating lower expression in the E4.5 MUT cells (Fig. 2*I*) or TE cells (*SI Appendix*, Fig. S2*H*). Conversely, genes associated with TE identity, *Gata2*, *Gata3*, *Eomes*, *Id2*, *Elf5*, and the Notch signaling pathway (35, 58–62), localize on the side specific for MUT (Fig. 2*I*) and TE cells (*SI Appendix*, Fig. S2*H*). 

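Gata2 (ENSMUSG00000015053, chromosome 6 from 88193891 to 88207032) averaged 84.6 ± 23.0 CPM in MUT and 1.79 ± 4.12 CPM in EPI sums. Counts were present in 9 of 19 MUT and 3 of 37 EPI cells. Gata2 was not called with all embryos (log2 fold change 5.67, standard error 2.06, adjusted p = 0.161) and was called without EPI of embryo 1 (0.0100, log2 fold change 9.52). Against whole WT/HET ICMs Gata2 was called (log2 fold change 5.99, standard error 1.46, adjusted p = 0.0378). That call was lost without MUT embryo 3 or 8 or WT/HET embryo 2, 4 or 7, at adjusted p of 0.151, 0.0799, 0.0771, 0.0566 and 0.0734, against WT embryos alone and in the 3-group fit (alternatives 0.000631 to 0.151). Eomes (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) rose from 10.5 ± 5.60 CPM in EPI to 83.7 ± 15.9 CPM in MUT (log2 fold change 3.00, standard error 0.60, adjusted p = 0.0221). Leaving out MUT embryo 3 or 8 raised its adjusted p to 0.207 and 0.0967 at log2 fold changes of 2.80 and 3.20, and against WT embryos alone it was uncalled (alternatives 0.000166 to 0.207). Against whole ICMs Eomes fell short of a call (log2 fold change 1.52, standard error 0.40, adjusted p = 0.0503). It was called there by DESeq2, with its size factors, with a filter at 10 CPM, with shallow cells left out, in the 3-group fit and without WT/HET embryo 1 (alternatives 0.00818 to 0.240). Against PrE it was never called (adjusted p = 0.419, log2 fold change 0.77). Elf5 (ENSMUSG00000027186, chromosome 2 from 103411688 to 103450989) had 12.6 ± 7.82 CPM in MUT and 0 counts in EPI, at least 263-fold higher. Only 3 of 19 MUT cells held counts of it. edgeR did not call Elf5 (adjusted p = 0.0757), while DESeq2 and the equal weighting of cells did (alternatives 0.0142 to 0.247). Whole ICMs had 0 counts of Elf5 too, and there it was called (adjusted p = 0.0395). This call was lost without MUT embryo 3 or 8 or WT/HET embryo 2, 4, 5 or 7, at adjusted p of 0.110, 0.148, 0.0555, 0.0560, 0.0540 and 0.0552, and against WT embryos alone (alternatives 0.000184 to 0.150).

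As a list, TE markers were higher in MUT than in WT/HET ICMs (camera, median difference 4.44 over 21 genes, adjusted p = 5.13e-15), with 13 called higher and 0 lower, or 16 and 0 within the list. This list kept its call under fry and under an estimated correlation between genes. A Notch list of 23 tested genes was not called (median -0.46, adjusted p = 0.692), and 0 of its genes were called in either direction. Its direction was lower in this fit and turned with a filter at 10 CPM, with cells weighted equally and against WT embryos alone, never with a call (range 0.153 to 0.880).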

Interestingly *Tead4*, a crucial transcriptional regulator of mitochondrial function in TE, is down-regulated in MUT cells, suggesting impairment of mitochondrial function uncoupled from the apparent TE identity of E4.5 MUT ICM cells (Fig. 2*I*).

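Tead4 (ENSMUSG00000030353, chromosome 6 from 128224288 to 128300823) averaged 60.8 ± 38.1 CPM in MUT and 34.9 ± 13.3 CPM in WT/HET ICMs. It was not called and its fitted direction is upwards (log2 fold change 0.80, standard error 0.49, adjusted p = 0.359). Against EPI and PrE the log2 fold changes were 0.78 and 0.92 with adjusted p of 0.508 and 0.691. Cells weighted equally turn the sign to -0.32 without a call, where the median of all genes was -0.17 (alternatives 0.235 to 0.98). Without MUT embryo 8 the log2 fold change was -0.04 against ICMs and -0.05 against EPI. Tead4 had counts in 9 of 19 MUT cells and 24 of 37 EPI cells.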

### OCT4 MUT Cells Acquire TE-like Identity but Diverge from Normal TE.

To understand how OCT4 represses TE transcription factors during normal ICM development, we sought to identify exclusive and common gene expression between WT TE and E4.5 MUT ICM cells. We consulted published TE single-cell data from E3.5 and E4.0 embryos (63). TE from our own samples was not included because by E4.5, embryos have undergone mural TE giant cell transformation and are therefore technically impossible to disaggregate without destroying RNA quality. Diffusion component analysis, coupled with pseudotime reconstruction and nonlinear regression, identified different developmental trajectories (Fig. 3*A*). The loss of OCT4 and subsequent activation of TE genes drives E4.5 MUT cells toward WT TE. Deconvolution of heterogeneous populations (64) is designed to estimate percentage identity of distinct cells toward a specific endpoint. To quantify similarities between published E4.0 TE and our E4.5 EPI/PrE (WT/HET)-E4.5 MUT cells, we computed the fraction of identity. The similarity between TE and MUT cells was the highest with a median value of ∼0.6 (60%), compared to ∼0.2 (20%) and ∼0.25 (25%) with EPI and PrE cells, respectively (Fig. 3*B*). We further validated this result with Gene Set Enrichment Analysis by comparing the rank of differentially expressed genes between E4.5 EPI (PrE)/E4.0 TE and E4.5 EPI (PrE)/E4.5 MUT (*SI Appendix*, Fig. S3 *A* and *B*). These results indicate that late blastocyst MUT cells share a significant portion of the TE transcriptional program. Since our embryos were dissected from nascent implantation sites, they are more advanced than those exhibiting non-TE identity profiled in bulk RNA-seq previously (24). We performed a two-way hierarchical analysis with published TE-enriched genes (63) (Fig. 3*C*). 

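In MUT embryos Krt18 reached 1656 ± 439 CPM against 25.9 ± 19.2 CPM in WT/HET ICMs (log2 fold change 6.00, standard error 0.69, adjusted p = 0.00143), and Krt8 (ENSMUSG00000049382, chromosome 15 from 101996698 to 102004482) 2046 ± 497 against 59.1 ± 54.3 CPM (log2 fold change 5.12, standard error 0.94, adjusted p = 0.0120). Both keratin calls held in 8 of 8 fits with an embryo left out. Id2 (ENSMUSG00000020644, chromosome 12 from 25093799 to 25097140) rose to 306 ± 54.7 from 37.0 ± 24.7 CPM (log2 fold change 3.05, standard error 0.60, adjusted p = 0.0157). Without MUT embryo 3 its log2 fold change was 2.84 and no longer called (0.0849). Gata3 rose to 229.5 ± 17.1 from 2.84 ± 3.34 CPM (log2 fold change 6.35, standard error 1.33, adjusted p = 0.0205). Leaving out MUT embryo 3 or 8 gave 6.26 (adjusted p = 0.0747) and 6.42 (0.0536). WT embryos alone left all 4 genes uncalled, and the 3-group fit left Id2 uncalled. Adjusted p over alternatives spanned 1.07e-11 to 0.0563 for Krt18, 0.000146 to 0.175 for Krt8, 2.16e-05 to 0.147 for Id2 and 4.39e-05 to 0.151 for Gata3.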

Transcripts enriched in early and late TE cells, such as *Id2*, *Krt18*, *Krt8*, and *Gata3* (34, 61, 65, 66), were also up-regulated in MUT cells (Fig. 3*D*). Interestingly, we also detected expression of *Fabp3* and *Cldn4* in E4.5 MUT ICM cells and confirmed this observation using OCT4 depleted ESC (Fig. 3*E* and *SI Appendix*, Fig. S3*C*). 

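Fabp3 (ENSMUSG00000028773, chromosome 4 from 130308595 to 130315463) reached 4313 ± 684 CPM in MUT and 520.5 ± 258 CPM in WT/HET ICMs (log2 fold change 3.05, standard error 0.41, adjusted p = 0.00281). It was present in 19 of 19 MUT, 30 of 37 EPI and 29 of 29 PrE cells. Cldn4 (ENSMUSG00000047501, chromosome 5 from 134945119 to 134946934) reached 936 ± 512 against 44.3 ± 18.4 CPM (log2 fold change 4.40, standard error 0.47, adjusted p = 0.00131), with counts in 19 of 19 MUT, 29 of 37 EPI and 6 of 29 PrE cells. No embryo left out removed either call. Against WT embryos alone Fabp3 stayed called and Cldn4 did not (range for Cldn4 1.90e-17 to 0.0620).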

*Fabp3* regulates fatty acid transport in trophoblast cells and plays a central role in fetal development (67). *Cldn4* is essential for tight junction formation between TE cells during blastocyst formation (68). As suggested by pseudotime and diffusion component analysis, E4.5 MUT ICM cells fail to express a proportion of late TE markers.

**Fig. 3.**
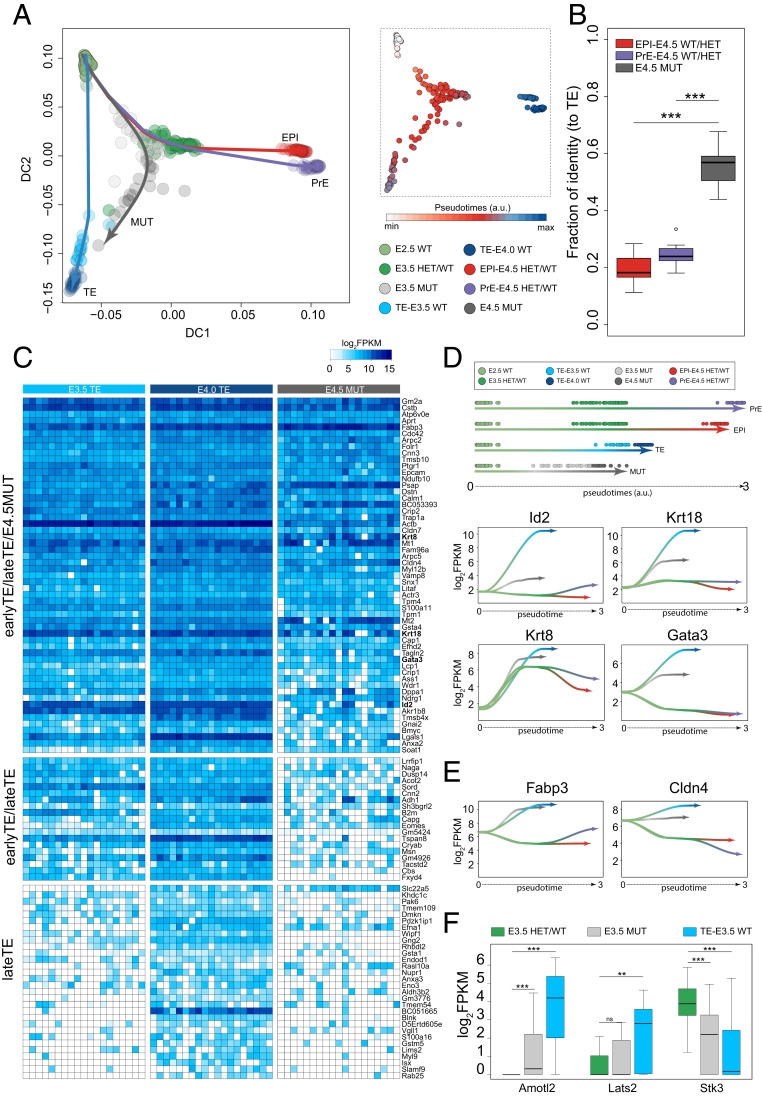
(*A*, *Left*) Diffusion component plot for E3.5/E4.5 WT/HET/MUT cells (this study) and E3.5 and E4.0 TE cells from ref. 63. Color represents the different genotypes/lineages. Trajectory lines were fitted with cubic line (lambda = 0.01). (*A*, *Right*) Diffusion component and pseudotime expression. (*B*) Fraction of similarities between E4.5 EPI (WT/HET)/E4.5 PrE (WT/HET)/E4.5 MUT and E4.0 TE cells computed using all expressed genes (log_2_FPKM > 0; Student’s *t* test, ***P < 0.001). (*C*) Heat map of TE markers identified by ref. 92 between ICM and TE single cells. (*D*) Identification of lineage trajectories and loess curve fitting between pseudotimes and log_2_FPKM for *Id2*, *Krt18*, *Krt8*, and *Gata3*. (*E*) Loess curve fitting between pseudotimes and log_2_FPKM for *Fabp3* and *Cldn4*. (*F*) Box plot of FPKM expression of genes in Hippo signaling pathway (Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001).

Hippo signaling promotes the first lineage decision in mouse embryos (10, 69). Consistent with the roles of STK3, AMOTL2, and LATS2 in the Hippo pathway, their transcripts were differentially regulated in TE versus MUT ICM cells from E3.5 blastocysts (Fig. 3*F*). *Lats2* and *Amotl2* were also significantly up-regulated in OCT4 deleted ESC compared to WT and were targets of OCT4 ChIP-seq in ESC (*SI Appendix*, Fig. S3 *D* and *E*). Moreover, together with “Signaling pathways regulating pluripotency of stem cells” and “Wnt Signaling pathway,” “Hippo signaling pathway” is among the top five significant KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enriched with the top 1,000 targets of OCT4 in ESC (*SI Appendix*, Fig. S3*F*). This suggests a potential role for OCT4 in controlling the balance of Hippo signaling to prevent ectopic differentiation to TE in the normal ICM. In the absence of OCT4, ICM cells undergo default expression of a combination of specific early TE transcription factors, signaling pathways, and metabolic genes.

### Role of OCT4 in Regulation of Metabolism.

It was previously suggested that OCT4 null embryos exhibit defective metabolism by the mid to late blastocyst stage (24) and that changes in acetyl-CoA, mediated by glycolysis, control early differentiation (70). We performed PCA with glycolytic genes. Dimension one, which explains the largest variability, segregates MUT from EPI/PrE cells (Fig. 4*A*). 

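A glycolysis list written by hand, not the KEGG list of the paper, had 34 tested genes. 21 of them were lower and 13 higher in MUT than in WT/HET ICMs. Called were 4 lower and 1 higher, or 8 and 2 within the list alone. As a list it was not called (camera, median difference -0.33, adjusted p = 0.363, alternatives 0.0525 to 0.808). Against EPI the adjusted p was 0.200, and 0.0399 without MUT embryo 8. Against PrE it was 0.390, where the median difference of -0.06 and the mean of 0.42 differ in sign.

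Ldha, Eno1 and Pgam1 were the called decreases with the smallest adjusted p. Ldha changed by -4.71 log2 units. Eno1 (ENSMUSG00000063524, chromosome 4 from 150236721 to 150248879) fell to 435 ± 148 from 2138 ± 518 CPM (log2 fold change -2.30, standard error 0.32, adjusted p = 0.00315), a call kept in 8 of 8 fits with an embryo left out. Pgk1 (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) fell to 82.6 ± 8.23 from 209.7 ± 37.7 CPM (log2 fold change -1.34, standard error 0.24, adjusted p = 0.0116), and without MUT embryo 3 the log2 fold change was -1.26 (adjusted p = 0.0827). Neither was called against WT embryos alone (alternatives 5.30e-14 to 0.0960 for Eno1 and 9.81e-06 to 0.150 for Pgk1). Pkm (ENSMUSG00000032294, chromosome 9 from 59656368 to 59679375) fell to 1564 ± 360.0 from 2554 ± 349 CPM, short of a call (log2 fold change -0.71, standard error 0.19, adjusted p = 0.0526). Without WT/HET embryo 1 the values were -0.77 and 0.0239. DESeq2, a filter at 10 CPM and the equal weighting of cells called Pkm (0.000747 to 0.266). Against EPI edgeR called it (log2 fold change -0.92, standard error 0.21, adjusted p = 0.0392). That call was lost against WT embryos alone and without MUT embryo 3 or 8 or EPI of embryo 2, 4, 5, 6 or 7, at adjusted p of 0.0793, 0.247, 0.0646, 0.0831, 0.0833, 0.0509 and 0.0829 (alternatives 0.000660 to 0.247). Hk2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) averaged 53.3 ± 36.0 and 77.5 ± 13.8 CPM (log2 fold change -0.54, standard error 0.40, adjusted p = 0.47). It was called only with cells weighted equally (alternatives 0.0349 to 0.984), and its sign turned to 0.02 without MUT embryo 8.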

The majority of enzymes were down-regulated in MUT cells (Fig. 4 *B* and *C* and *SI Appendix*, Fig. S4*A*). Interestingly, the rate-limiting glycolytic enzymes *Hk2* and *Pkm* together with *Eno1* and *Pgk1* are potential targets of OCT4 (*SI Appendix*, Fig. S4*B* and Table S3) in ESC. Interestingly, we observed a consistent and significant down-regulation of several KATs enzymes (Fig. 4*D*), which rely on acetyl-CoA, a product of glycolysis, to maintain the open chromatin structure associated with pluripotency. This suggests that OCT4 indirectly provides sufficient acetyl-CoA to support an open chromatin state (71). These observations are consistent with recent analysis (72) showing that OCT4 is critical to maintain a permissive chromatin environment.

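A list of 11 lysine acetyltransferase genes was not called between MUT and WT/HET ICMs (camera, median difference -0.27, adjusted p = 0.460, alternatives 0.0917 to 0.600). Lower in MUT were 7 of these genes. None was called singly, also not when adjusted over the list alone. Against EPI the median difference was -0.30 (adjusted p = 0.250), and again none was called. Kat2a had the smallest adjusted p there, 0.131, at a log2 fold change of -1.41. Acetyl-CoA and chromatin were not analysed here.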

**Fig. 4.**
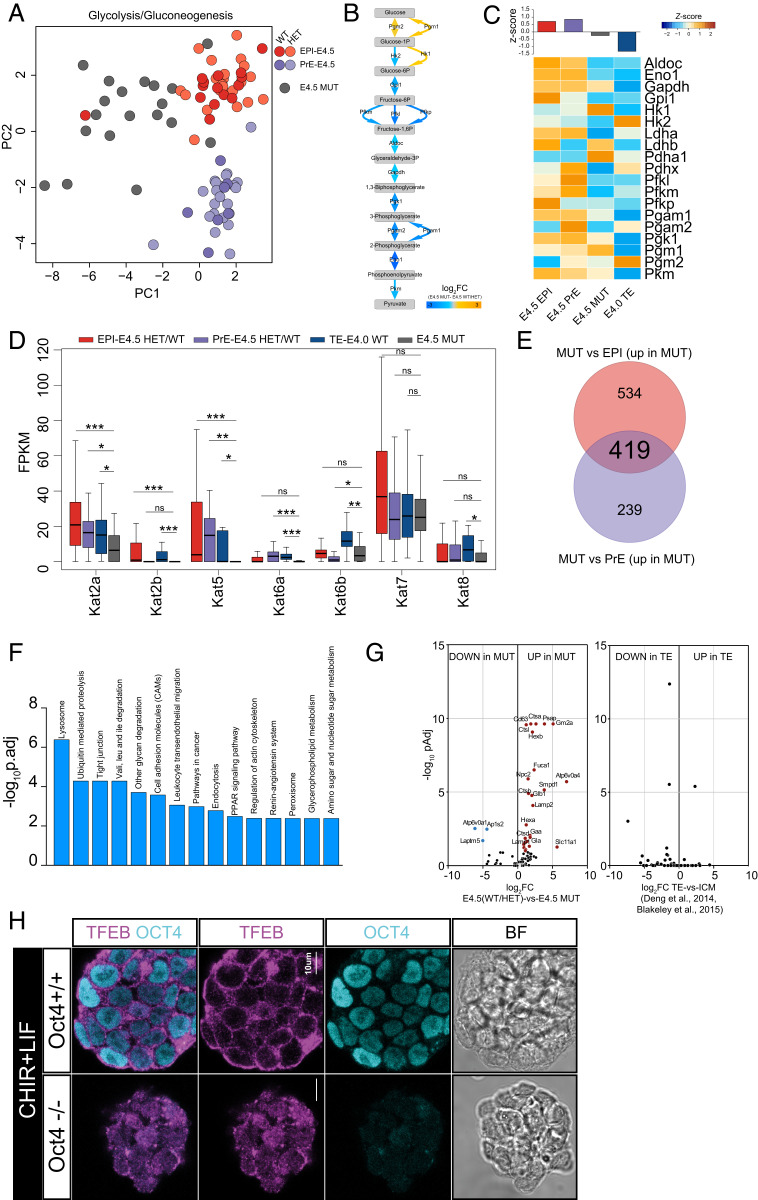
(*A*) PCA plot of E4.5 WT/HET and MUT cells computed with genes in glycolysis/gluconeogenesis KEGG pathway. (*B*) Glycolysis pathway with the associated enzymes (arrows) colored by the ratio between E4.5 WT/HET and MUT cells and (*C*) heat map of the associated enzymes. (*D*) Box plot of Kats gene expression value in E4.5 EPI/PrE WT/HET, E4.0 TE, and E4.5 MUT (Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001). (*E*) Number of variable genes between E4.5 WT EPI/MUT and E4.5 WT PrE/MUT. (*F*) Enrichment of KEGG pathways computed with 419 common variable genes between MUT and E4.5 EPI/PrE. (*G*) Volcano plot of lysosomal genes variable between E4.5 WT/HET and E4.5 MUT and between WT TE and WT ICM. (*H*) Confocal analysis of TFEB localization in OCT4^+/+^ and OCT4^−/−^ ESCs cultured in CHIR + LIF.

To systematically assess the modulated biological processes and pathways, we identified 419 common variable genes between E4.5 MUT/E4.5 EPI and E4.5 MUT/E4.5 PrE (Fig. 4*E*) and computed KEGG pathway enrichment (Fig. 4*F*). 

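Of 11430 genes tested against both lineages 175 were called with the same sign, 102 higher and 73 lower in MUT, and 5 with opposite signs. Without MUT embryo 3 the alike genes numbered 57, and without embryo 8 59. The comparisons share the MUT embryos, so the overlap between them is not independent. Among the largest increases against EPI were BC053393, Gm12169, Timd2 and Dppa1, and against PrE Slc39a2, Ceacam1, Dppa1, Gm5612 and Adh1. Gm12169 had 0 counts in EPI and was at least 4297-fold higher in MUT. Slc39a2 and Ceacam1 had 0 counts in PrE and were at least 3048 and 2234-fold higher. MUT embryos averaged 2542 ± 448 CPM of BC053393 and 744 ± 450.5 CPM of Dppa1, called against whole ICMs with log2 fold changes of 10.43 and 13.59. Against PrE the calls on Slc39a2 and Ceacam1 were lost when MUT embryo 8 (adjusted p = 0.0723, log2 fold change 12.76) or MUT embryo 3 (0.126, 12.24) was left out. Gm12169 lost its call against EPI without MUT embryo 8 (0.0713, 12.73).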

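A hand-written list of tight junction genes was higher in MUT than in EPI and PrE (camera, adjusted p = 0.000987 and 0.0245, median differences 2.15 and 2.07 over 27 genes). Against whole WT/HET ICMs the adjusted p was 0.00107, with 5 genes called higher and 1 lower, or 8 and 2 within the list. F11r, Cldn4 and Cldn7 led these increases, F11r with 2.20 and Cldn7 with 2.76 log2 units. MUT embryo 3 carries the result. Without it the list was not called in any of the 3 comparisons, with adjusted p of 0.155 against EPI, 0.732 against PrE and 0.154 against ICMs. fry called the list in all 3, and an estimated correlation between genes in none (0.189, 0.197 and 0.327). The lowest adjusted p over alternatives were 6.15e-06, 0.000806 and 3.38e-05. WT embryos alone gave no call against PrE. Cell adhesion and actin lists were not tested.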

“Tight junction,” “Cell adhesion molecule,” and “Regulation of actin cytoskeleton” processes suggest that OCT4 regulates important components of biophysical properties of ICM cells. 

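Genes of a hand-written lysosome list were higher in MUT than in EPI (camera, median difference 1.46 over 95 genes, adjusted p = 3.24e-08). Called were 17 higher and 1 lower, or 30 and 3 within the list alone. The call held in 8 of 8 fits with an embryo left out and with fry, and not with an estimated correlation between genes (alternatives 7.85e-11 to 0.0732). Against PrE the list was not called (median 0.62, adjusted p = 0.177), with 8 genes called higher and 1 lower, or 12 and 1 within the list. There fry and a filter at 10 CPM did call it (alternatives 0.0273 to 0.826). Gm2a, Cd63 and Fuca1 had the smallest adjusted p against EPI, with log2 fold changes of 5.33, 3.08 and 3.6.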

Interestingly, the most significant enriched process was “Lysosome,” indicating a strong and pivotal role of this pathway in MUT cells. “Lysosome,” “Autophagy,” and “Tight junction” were also among the KEGG pathways enriched between WT and OCT4 deleted ESC (*SI Appendix*, Fig. S4*C*) (19). Finally, processes related to “Lysosome” were also significantly enriched, including “Peroxisome,” “Glycerophospholipid Metabolism,” “Endocytosis,” “PPAR signaling pathway,” and “Valine, leucine, and isoleucine degradation.” The most significant biological processes associated with the OCT4 MUT phenotype in late blastocysts and OCT4 deleted ESCs therefore implicate metabolism and biophysical properties.

### Members of the Lysosomal Pathway Are Specifically Activated in MUT Cells.

To determine whether activation of the lysosomal pathway is a TE characteristic, we explored differentially expressed genes and found that MUT cells, but not WT TE, up-regulated a significant proportion of lysosomal genes (Fig. 4*G*). 

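Against whole WT/HET ICMs 17 of 98 lysosomal genes were called higher in MUT and 0 lower, or 18 and 1 when adjusted over the list. The list as a whole was higher (camera, median difference 0.73, adjusted p = 1.73e-05), also in each of 8 fits with an embryo left out and with fry. An estimated correlation between genes removed the call (alternatives 2.04e-06 to 0.327). Gm2a, Psap and Cd63 ranked first by adjusted p. Psap changed by 4.75 log2 units with a standard error of 0.36. WT TE cells were not analysed here, so the contrast with TE was not tested.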

A lysosome is essential for recycling, recruitment of lipids via autophagy and hydrolases, and for redistribution of catabolites to maintain cellular function (73). Autophagy is a catabolic response to starvation (74). 

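Of 18 tested Atg genes 12 were higher and 6 lower in MUT than in WT/HET ICMs, and 2 were called, Atg4b and Atg13, with log2 fold changes of 3.00 and 2.15. Adjusting over the list alone gave the same number. As a list they were not called (camera, median difference 0.71, adjusted p = 0.105). With a filter at 10 CPM they were, and the alternatives covered 0.0315 to 0.616.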

Most autophagy-related genes, such as *Atg*, were up-regulated in MUT cells and OCT4 conditionally deleted ESC (Tables 1 and 2 and *SI Appendix*, Fig. S4 *D*–*F*). Moreover, MUT cells undergo a significant up-regulation of fatty acid degradation genes (*SI Appendix*, Fig. S4*E*). 

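The list of 35 fatty acid degradation genes stood higher in MUT than in WT/HET ICMs without being called (camera, median difference 0.69, mean 0.29, adjusted p = 0.0699). A filter at 10 CPM led to a call (alternatives 0.00528 to 0.342), as did leaving out WT/HET embryo 1, at 0.0386. Called singly were 3 higher and 1 lower, or 3 and 2 within the list. Acadl, Hadha and Acadvl rose by 2.36, 1.12 and 1.29 log2 units.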

Our results therefore indicate that, in response to an altered and energy-insufficient metabolism, MUT cells up-regulate lysosomal and autophagy pathways as a means to provide cellular energy. The master regulator of lysosomal biogenesis and autophagy is TFEB (74). TFEB is dissociated by inactive mTORC1 and migrates into the nucleus to activate lysosomal/autophagy genes. 

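Rptor (ENSMUSG00000025583, chromosome 11 from 119602905 to 119899576) was 14.0 ± 16.8 CPM in MUT and 29.6 ± 12.3 CPM in WT/HET ICMs (log2 fold change -1.08, standard error 0.89, adjusted p = 0.521). Deptor (ENSMUSG00000022419, chromosome 15 from 55112317 to 55259271) was 97.3 ± 76.6 and 45.4 ± 18.7 CPM (log2 fold change 1.10, standard error 0.50, adjusted p = 0.240). Directions are those of the paper, and neither gene was called under any alternative. The Deptor difference rests on MUT embryo 3, without which it was -0.09.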

The positive regulator of mTORC1 (*Rptor*) is down-regulated in MUT cells and, consistently, we found up-regulation of *Deptor*, a known negative regulator of mTORC1 (75) (*SI Appendix*, Table S5). To confirm activation of the lysosomal pathway via TFEB, we performed IHC on OCT4 conditionally depleted ESCs. In OCT4-positive cells, TFEB is localized mainly in the cytoplasm. After OCT4 deletion, a significant translocation of TFEB from the cytosol to the nucleus occurs (Fig. 4*H* and *SI Appendix*, Fig. S4*G*). Together, these results indicate that in response to an altered and energy-insufficient metabolism, MUT cells up-regulate lysosomal and autophagy pathways to provide cellular energy.

**Table 1.** SYBR primers (Sigma-Aldrich)

Atg13	KiCqStart primers M_Atg13_1
Atg4b	KiCqStart primers M_Atg4b_2
Gm2a	KiCqStart primers M_Gm2a_1
Hexb	KiCqStart primers M_Hexb_1
Lamp2	KiCqStart primers M_Lamp2_1
Gapdh	Fw: CCC​ACT​AAC​ATC​AAA​TGG​GG
	Rv: CCT​TCC​ACA​ATG​CCA​AAG​TT

**Table 2.** TaqMan probes (Thermo Fisher Scientific)

Nanog	Mm02384862_g1
Rex1	Mm03053975_g1
Elf5	Mm00468732_m1

## Discussion

Apart from the known direct targets of OCT4, such as *Utf1* (41), expression of most other pluripotency-associated genes, including the essential embryonic factors NANOG, SOX2, and ESRRB, is not significantly reduced in MUT cells compared with WT/HETs at the mid-blastocyst stage (E3.5) at both the mRNA and protein level (Fig. 1 and *SI Appendix*, Fig. S1). Detection of most pluripotency-associated factors in OCT4 MUT mid-blastocysts suggests independence from OCT4 at this stage, providing further evidence that the state of naive pluripotency, as captured in the form of ESCs in vitro, is not yet attained by the E3.5 ICM, as reported previously (76). Absence of *Utf1* expression implicates OCT4 indirectly in governing the epigenetic landscape of pluripotent cells, which may account for the precocious expression of some TE factors in E3.5 MUT cells, preceding changes in expression of most pluripotency genes. Surprisingly, *Cdx2*, previously implicated as a master repressor of *Pou5f1* in vitro (77), was not among the early-activated TE factors. This revelation highlights the caution with which behavior of ESCs can be extrapolated to the developing mammalian embryo. The possibility to perform detailed transcriptome analysis at the single-cell level has led to amendment of the previous assumption that loss of OCT4 in the embryo simply causes diversion to TE (13). The discovery that TE factors such as *Cdx2* and *Tead4* are poorly represented in mid-blastocyst ICMs following *Oct4* deletion provides evidence that this is not the case. However, the increase we observed in genes associated with lysosomes and autophagy factors as well as reduction in most KATs enzymes (Fig. 4) suggest that the response to the stress of loss of *Oct4* is largely metabolic. We used a recently developed auxin degron system that can induce relatively rapid depletion of OCT4 protein in ESCs (72) to substantiate the role of OCT4 in metabolic processes (Fig. 4*H* and *SI Appendix*, Fig. S4 *F* and *G*).

Another putative OCT4 target, *Il6st/gp130*, is a coreceptor essential for STAT3 signaling in ESCs (78). We observed significant down-regulation of STAT3 target genes in E3.5 MUT cells as well as reduced P-STAT3 protein and its pluripotency-associated targets TFCP2L1 and KLF4 (46, 47). Interestingly, diversion of ICM cells to TE has been observed in a proportion of embryos following maternal/zygotic deletion of *Stat3,* which was attributed to loss of activation of *Oct4* (44). Our study, however, implicates placement of OCT4 upstream of *Stat3*.

Signaling pathways related to matrix organization, including regulation of actin cytoskeleton and cell adhesion molecules, are significantly affected in E3.5 MUT cells. Such processes are associated with exit from pluripotency (79); cytoskeletal conformational changes inducing cell spreading are associated with differentiation. Our results therefore implicate OCT4 as a mediator for regulation of the biophysical properties of undifferentiated cells.

In this study, we dissected the role of metabolism in OCT4 MUT cells. We linked the reduction of glycolysis with the down-regulation of most *Kats* enzymes, which rely on acetyl-CoA, a product of glycolysis, to acetylate the lysine residues on histone proteins and maintain an open chromatin structure, associated with pluripotency. We revealed that most enzymes in glycolytic pathways are down-regulated in MUT cells. This may be because some rate-limiting enzymes (*Hk2*, *Pgk1*, *Pkm*, and *Eno1*) are potential targets of OCT4. 

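Genes of respiration were tested against whole WT/HET ICMs at E4.5. An oxidative phosphorylation list of 82 genes had a median difference of 0.00 (camera adjusted p = 0.889), with 5 genes called lower and 1 higher, and the same numbers within the list alone. Ndufv2, Sdhb and Sdhd had the smallest adjusted p among the decreases. So small a difference has no stable sign. It turned when MUT embryo 3 or 8 or WT/HET embryo 1 or 2 was left out (adjusted p = 0.910, 0.783, 0.871 and 0.927) and under several alternatives, which spanned 0.632 to 0.957. A TCA cycle list of 26 genes was not called either (median -0.12, adjusted p = 0.606, alternatives 0.113 to 0.953). Of its genes 4 were called lower and 1 higher, or 5 and 3 within the list.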

We also noted down-regulation in MUT cells of genes associated with cell respiration. This is possibly a downstream effect of reduced STAT3 signaling, consistent with promotion of oxidative respiration via STAT3 for maintenance and induction of pluripotency (80). Consequently, respiration processes are disrupted in OCT4 MUT cells. Our scRNAseq data indicate that the lysosomal pathway is specifically activated in MUT cells as they transition toward TE. We propose that MUT cells up-regulate lysosomal gene expression and autophagy to counteract the down-regulation of glycolysis and the tricarboxylic acid cycle.

The requirement for OCT4 in development of the human embryo appears to be even more fundamental than for the mouse (81); OCT4 is apparently essential for formation of all three of the founder lineages in the human embryo. Consequently, no human embryo in which OCT4 was successfully deleted in all cells could advance beyond the 8-cell stage. Interestingly, absence of OCT4 in cells within mosaic embryos was consistently associated with loss of other pluripotency factors, contrasting with the published phenotype of OCT4 deletion in murine embryos (24, 25, 81). Furthermore, the presence of OCT4 null cells in mosaic embryos also exerted a detrimental effect upon nondeleted cells. The authors used a similar CRISPR-Cas9–mediated genome editing strategy for deletion of OCT4 in mouse embryos and recapitulated the previously published mouse phenotype, consistent with the results we present here.

In summary, our systematic analysis at the single-cell level in mouse embryos reveals an in vivo function for OCT4 in activating JAK/STAT signaling and regulating metabolic and biophysical cellular properties via energy metabolism, cell morphology, and chromatin accessibility for establishment of pluripotency in the developing mouse embryo (Fig. 5).

**Fig. 5.**
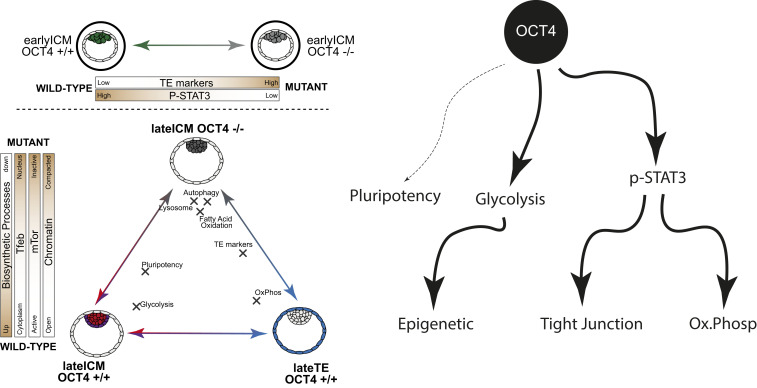
Scheme of OCT4 function in preimplantation embryo development.

## Materials and Methods

Experiments were performed in accordance with European Union guidelines for the care and use of laboratory animals and under the authority of appropriate UK governmental legislation. The use of animals in this project was approved by the Animal Welfare and Ethical Review Body for the University of Cambridge, and relevant Home Office licenses are in place.

### Mice and Husbandry.

All embryos were generated from transgenic mouse strains with mixed genetic backgrounds. They were as follows: Oct4^+/−^ (13), ZP3CreTg^/+^ (82), R26::CreERT2 (83), and Oct4^LoxP/LoxP^ (25). Compound transgenic mice were generated from crosses of these lines. Genotyping was performed by PCR analysis using DNA extracted from ear biopsies or TE lysate following isolation of ICMs by immunosurgery (13, 27). Primer sequences are as follows: Oct4LoxP: CTC​AAA​CCC​CAG​GTG​ATC​TTC​AAA​AC and GGA​TCC​CAT​GCC​CTC​TTC​TGG​T; Oct4 null: GCC​TTC​CTC​TAT​AGG​TTG​GGC​TCC​AAC​C, GGG​CTG​ACC​GCT​TCC​TCG​TGC​TTT​ACG, and GAG​CTT​ATG​ATC​TGA​TGT​CCA​TCT​CTG​TGC; and Cre transgene: GCG​GTC​TGG​CAG​TAA​AAA​CTA​TC and GTG​AAA​CAG​CAT​TGC​TGT​CAC​TT. Amplification was carried out on around 5 µL lysate for 35 cycles (following 95 °C hot start for 10 min) of 94 °C for 15 s, 60 °C for 12 s, and 72 °C for 60 s with a final extension at 72 °C for 10 min. Reaction products were resolved by agarose gel electrophoresis. Mice were maintained on a lighting regime of 14:10 h light:dark with food and water supplied ad libitum. Embryos for RNA-seq were generated from Oct4^+/−^ inter se natural mating; those for IHC were compound transgenics derived from Oct4^LoxP/-^, ZP3Cre^Tg/+^ stud males, and Oct4^LoxP/LoxP^ dams. Detection of a copulation plug following natural mating indicated E0.5. Embryos were isolated in M2 medium (Sigma) at E3.5 or E4.5.

### Imaging.

Samples were observed using the Leica TCS SP5 confocal microscope. A 40× objective lens was used with Type F immersion liquid. Quantitative immunofluorescence was performed using modular interactive nuclear segmentation (MINS) to segment and quantify nuclei (volume, xyz-centroid, and fluorescence) on a per embryo basis (37). These data were fed into a MATLAB analysis pipelines. In brief, Delaunay triangulation was performed on the centroid of all nuclei to generate an in silico embryo surface. Next, the distance of each nuclear centroid to each face of the triangulated surface was calculated. The minimum distance and variance of distances to the surface was used to perform *k*-means clustering to prescribe an identity of either inside, ICM cells with larger minimum distance and lower variance, or outside, TE with smaller minimum distance and higher variance. Finally, the nonparametric Kruskal–Wallis test was performed to determine if the expression levels of cells with a tissue differ between genotypes.

### Preparation of Samples for RNA Sequencing.

For E3.5 blastocysts, zona pellucidae were removed using acid tyrode’s solution (Sigma) and embryos subjected to immunosurgery (13, 27) using 20% anti-mouse whole antiserum (Sigma) in N2B27 at 37 °C, 7% CO_2_ for 30 min, followed by three rinses in M2 and then 15 min in 20% nonheat inactivated rat serum (made in house) in N2B27 at 37 °C, 7% CO_2_. After 30 min in fresh N2B27, lysed TE was removed and placed in lysis buffer for genotyping. ICMs were incubated in 0.025% trypsin (Invitrogen) plus 1% chick serum (Sigma) for 5 to 10 min in small drops and dissociated by repetitive pipetting using a small diameter, mouth-controlled, flame-pulled Pasteur pipette. Individual ICM cells were transferred into single-cell lysis buffer and snap frozen on dry ice. Smart-seq2 libraries were prepared as described previously (84) and sequenced on the Illumina platform in a 125-bp paired-end format.

### RNA-Seq Data Processing.

Early/mid and late TE cells were downloaded from GSE45719. Genome build GRCm38/mm10 and STAR (spliced transcripts alignment to a reference) 2.5.2a (85) were used for aligning reads and Ensembl release 87 (86) was used to guide gene annotation. After removal of inadequate samples according to filtering criteria previously described (28), alignments were quantified to gene loci with htseq-count (87) based on annotation from Ensembl 87. Data are available under accession number GSE159030.

### Transcriptome Analysis.

Principal component and cluster analyses were performed based on log_2_FPKM values computed with custom scripts, in addition to the Bioconductor packages *DESeq* (88) or *FactoMineR*. Diffusion maps and t-distributed stochastic neighbor embedding were produced with *destiny* (89) and *Rtsne* packages. Diffusion map is a method for dimensionality reduction often used to analyze single-cell gene expression data, specifically to identify bifurcation and pseudotimes. Default parameters were used unless otherwise indicated. Differential expression analysis was performed with R package *scde* (90), which has the advantage of fitting individual error models for the assessment of differential expression between sample groups. For global analyses, we considered only genes with FPKM > 0 in at least one condition. Euclidean distance and average agglomeration methods were used for cluster analyses unless otherwise indicated. Expression data are made available in *SI Appendix*, Tables S1–S7 and through a web application to visualize transcription expression and fitted curve with temporal pseudotime of individual genes in embryonic lineages (https://giulianostirparo.shinyapps.io/pou5f1/). High variable genes across cells were computed according to the methods described (28, 40). A nonlinear regression curve was fitted between average log_2_FPKM and the square of coefficient of variation (logCV^2^); then, specific thresholds were applied along the *x*-axis (average log_2_FPKM) and *y*-axis (logCV^2^) to identify the most variable genes.

To assess the accuracy of the identified lineages, we used the WGCNA unsupervised clustering method (91) to identify specific modules of coexpressed genes in each developmental lineage/genotype. R package ggtern was used to compute and visualize ternary plots. KEGG was used to compute pathway enrichment and to download genes in glycolysis/gluconeogenesis and tricarboxylic acid cycle pathways.

### Quadratic Programming.

Fractional identity between preimplantation stages was computed using R package DeconRNASeq. (64). This package uses quadratic programming computation to estimate the proportion of distinctive types of tissue. The average expression of preimplantation stages (E4.5 WT/HET EPI and PrE, E4.5 MUT cells) was used as the “signature” dataset. Finally, the fraction of identity between TE cells and the “signature” dataset was computed using the overlapping gene expression data (FPKM > 0).

### ESCs and Culture.

Indole-3-acetic acid (IAA, Sigma) inducible Oct4 deletable pluripotent stem cells have recently been described (72). For TFEB staining, expanded colonies were passaged in standard N2B27 + 2iL. A total of 0.8 µg pPB-CAG-GFP-IRES Zeocin (gift from Masaki Kinoshita) and 0.4 µg pPy-CAG PBase were transfected to these cells using Lipofectamine 2000 (Thermo Fisher Scientific). The transfected cells were picked after selection with Zeocin (100 mg/mL), expanded, and routinely maintained on 0.1% gelatin-coated (Sigma) 6-well plates (Falcon) in N2B27 + 2iL. They were passaged every 3 d following dissociation with Accutase.

#### Cell differentiation.

IAA inducibly depletable OCT4 cells were seeded (1.5 × 10^4^) on fibronectin-coated (12.5 µg/mL; Millipore) ibidi dishes (µ-Dish, 35 mm) and cultured in N2B27 + 2iL for 1 d. The next day, the medium was switched to N2B27 + 100 U/mL LIF (leukemia inhibitory factor), 3 µM CHIR (Chiron 99021), and 500 µM IAA for OCT4 deletion (or 0.1% ethanol for controls), and cells were cultured for another day before analysis was performed.

### IHC.

Embryos were immunostained as described previously (25). Primary antibodies used in the present study are listed in *SI Appendix*, Table S6.

OCT4-deleted and control ESCs were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) at room temperature for 15 min, then rinsed in PBS and blocked in PBS containing 3% donkey serum (Sigma) and 0.1% Triton X at 4 °C for 2 to 3 h. Primary antibodies (*SI Appendix*, Table S7) were diluted in blocking buffer, and samples were incubated in the appropriate antibody solution at 4 °C overnight. They were rinsed three times in PBST, comprising PBS + 0.1% Triton X, for 15 min each. Secondary antibodies were diluted in blocking buffer with or without 500 ng/mL DAPI, and samples were incubated in the appropriate secondary antibody solution at room temperature for 1 h in the dark. They were rinsed three times in PBST for 15 min each then stored in PBS at 4 °C in the dark until imaging.

### Western Blot.

For Western blotting, tris-buffered saline (TBS)–Tween buffer (pH = 7.4) was made as follows: 137 mM NaCl, 2.7 mM KCl, 0.25 mM Trizma solution, 1 mL Tween-20 (all Sigma), and deionized water to the final volume of 1 L. For p-STAT3 Western, membrane blocking was performed for 24 h in TBS-Tween + 5% bovine serum albumin (BSA) at 4 °C followed by 16 h incubation in 1:1,000 monoclonal anti-Y705pSTAT3 rabbit primary antibody (catalog number 9145; Cell Signaling Technology) in TBS–Tween + BSA at 4 °C. The membrane was washed three times in TBS–Tween and incubated with 1:10000 horseradish peroxidase (HRP)-linked anti-rabbit IgG secondary antibody (catalog number NA934V; GE Healthcare) for 1 h and then washed three times in TBS–Tween and incubated with Enhanced Chemiluminescent Reagent (Amersham). Detection was performed on an X-ray film (Fujifilm).

For tubulin Western, the membrane was blocked for 1 h, incubated with 1:2,000 monoclonal anti–α-tubulin mouse (catalog number 7291; Abcam) for 30 min, and washed three times in TBS–Tween buffer. Then, the membrane was blocked again for 1 h and incubated with 1:10000 HRP-linked anti-mouse IgG secondary antibody (catalog number NA931V; GE Healthcare) for 1 h, followed by the same procedures as described for pSTAT3 western.

### qRT-PCR.

Total RNA was isolated using RNeasy Mini Kit (Qiagen) and DNase treatment (Qiagen). Specifically, 500 ng RNA was reverse-transcribed with SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (Thermo Fisher Scientific), and the obtained complementary DNA was analyzed by qRT-PCR using TaqMan Fast Universal PCR Master Mix (Thermo Fisher Scientific) or Fast SYBR Green Master Mix (Thermo Fisher Scientific). Reactions were performed in triplicates in 96-well or 384-well plates (Thermo Fisher Scientific) and analyzed using StepOnePlus Real-Time PCR System (Applied Biosystems) or QuantStudio 12K Flex system (Applied Biosystems). Gene expression was normalized to *Gapdh* and reference samples indicated specifically. The TaqMan assay identification is Mm00658129_gH.

### Plasmids.

*PB.TetO.Oct4.PGK.hph* is a PiggyBac plasmid that enables *Oct4* expression under doxycycline inducible promoter/operator (Tet-On system) and constitutive expression of hygromycin B resistance marker (hygromycin B phosphotransferase, hph).

*PB.CAG.rtTA3.PGK.pac* is a PiggyBac plasmid that enables constitutive rtTA expression coupled with puromycin resistance marker (Puromycin N-acetyltransferase, pac).

*CAG.PBase* encodes a constitutively expressed PBase to enable chromosome integration of PiggyPac plasmids.

To design a dox-inducible *Oct4* ESC line, E14tg2a cells (500,000 cells per well with a 6-well plate) were cotransfected with 1 µg *PB.CAG.rtTA3.PGK.pac* and 0.5 µg *CAG.PBase* using Lipofectamine 2000 (Invitrogen) in a total of 2 mL culture medium. Transfection medium was withdrawn, and a fresh culture medium was applied 8 h post-transfection. Transfectants were selected for a month on 50 to 150 μg/mL hygromycin B (Life Technologies) combined with 0.33 to 1.00 µg/mL puromycin (Thermo Fisher).

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA sequencing data have been deposited in Gene Expression Omnibus (GSE159030). All other study data are included in the article and supporting information.

# Supplementary material for: OCT4 induces embryonic pluripotency via STAT3 signaling and metabolic mechanisms
**Source:** Proc Natl Acad Sci U S A. 2021 Jan 15;118(3):e2008890118. doi: 10.1073/pnas.2008890118

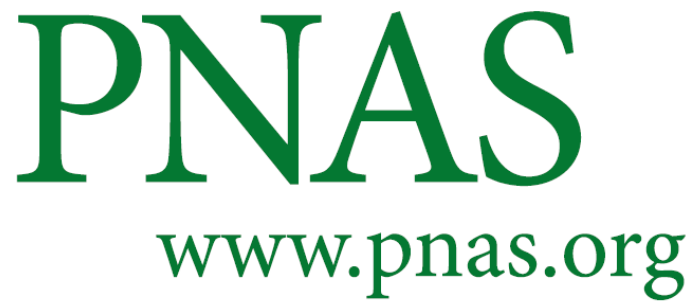

## **Supplementary Information for**

Oct4 induces embryonic pluripotency via Stat3 signalling and metabolic mechanisms

Giuliano G. Stirparo, Agata Kurowski, Ayaka Yanagida, Lawrence E Bates, Stanley E. Strawbridge, Siarhei Hladkou, Hannah Stuart, Thorsten E. Boroviak, Jose C. R. Silva and Jennifer Nichols

### **This PDF file includes:**

Supplementary text  
Figures S1 to S4  
Tables S1 to S7

## Supplementary Information Text

Fig. S1. (A) t-SNE plot for early blastocyst cells. Sample colors represent Pou5f1 log2 expression. (B) Heatmap showing the top co-regulated genes between E3.5 MUT and E3.5 WT/HET (> 5 interaction; n=346 MUT genes and n=398 WT/HET genes). (C) Boxplots for Nanog, Klf4 and Esrrb expression. (D) FPKM expression of genes associated with pluripotency and mean  $\pm$  sd for WT/HET and MUT cells (Padj Nanog:0.3, Sox2:0.74, Esrrb:0.75, Utf1:2.32e-10). (E) Confocal images and normalized expression of OCT4 HET and MUT embryos stained for SOX2 and ESRRB (dotted lines represent ICM). (F) FPKM expression of Stat3 in WT, HET and MUT cells. (G) PCA computed with genes in KEGG JAK/STAT signalling pathway. Each dot represents a cell. (H) Cumulative sum of relative percentages between the expression of genes in STAT3 pathway (KEGG); student's t-test p.val < 0.05. (I) Total Oct4 level in iOct4 ESCs (J) Western blot for pSTAT3 after induction of Oct4.

Fig. S2. (A) Diffusion plot of early and late blastocyst cells; color represents Pou5f1 expression. (B) Barplot shows FPKM expression of Pou5f1 for each single cell at E4.5 stage. (C) One-way hierarchical cluster of eigengenes value computed from WGCNA (power 8; dist=0.35, size =30). (D) Density distribution of log2FPKM in late blastocyst PrE and MUT cells of 667 genes and late blastocyst EPI and MUT cells of 517 genes. (E) Scatter plot of Nanog and Gata6 FPKM expression values for E4.5 EPI (WT/HET), E4.5 PrE (WT/HET) and E4.5 MUT cells. (F) log2FPKM expression of Fgf4, Fgfr1 and Fgfr2 in WT/HET EPI/PrE and MUT cells. (G) log2FPKM scatter plot of MAPK signalling genes between late PrE and MUT blastocyst cells. (H) Ternary plot of early WT/HET blastocyst cells, WT/HET EPI and TE cells. Axes show the density of the relative fraction of expression.

Fig. S3. (A) GSEA analysis computed with log2FC between E4.5 EPI-WT.HET/E4.0 TE and (B) E4.5 MUT/E4.0 TE. (C) Distribution of expression values in WT and MUT Oct4 ESC for Fabp3, Cldn4 and (D) Lats2 and Amotl2. (E) Barplot of OCT4 CHIP targets in ESC. (F) Pathways enriched for the top1000 OCT4 CHIP targets in ESC.

Fig. S4. (A) TCA associated enzymes (arrows) colored by the ratio between E4.5 WT and MUT cells and heatmap of the associated enzymes. (B) Volcano plot showing the contribution on principal component 1 (Fig.4A) and OCT4 ChIP-seq score in ESCs. (C) Venn diagram of KEGG pathways enriched for variable genes in E4.5 EPI/PrE vs MUT and between OCT4 depleted ESC vs control. (D) Scatter plot of autophagy related genes (Atgs) between E4.5 WT/HET ICM and E4.5 MUT. (E) Enzymes in fatty acid oxidation and synthetase; color represents the ratio between E4.5 WT/HET and MUT cells. (F) RT-qPCR analysis of gene expression in a time-course following OCT4 degradation in ESCs (days following addition of IAA in 2iL), normalized to the highest value for each gene. Bars represent the mean of three technical replicates, error bars indicate standard deviation. (G) TFEB localization in OCT4+/+ and OCT4-/- ESCs cultured in CHIR+LIF

## Supplementary Tables

**Table S1. Table\_S1. Number of cells and embryo of origin used in this study.**

**Table S2. Table\_S2. Genes co-regulated identified with WGCNA**

**Table S3. Table\_S3. Average score of OCT4 CHIP target in ESC.**

**Table S4. Table\_S4. Genes co-regulated identified with WGCNA**

**Table S5. Table\_S5. Average gene expression table containing all samples analyzed in this study.**

**Table S6. Table\_S6. Scheme of the antibodies used for IF.**

**Table S7. Table\_S7. Significance and mean fluorescence for IF data.**

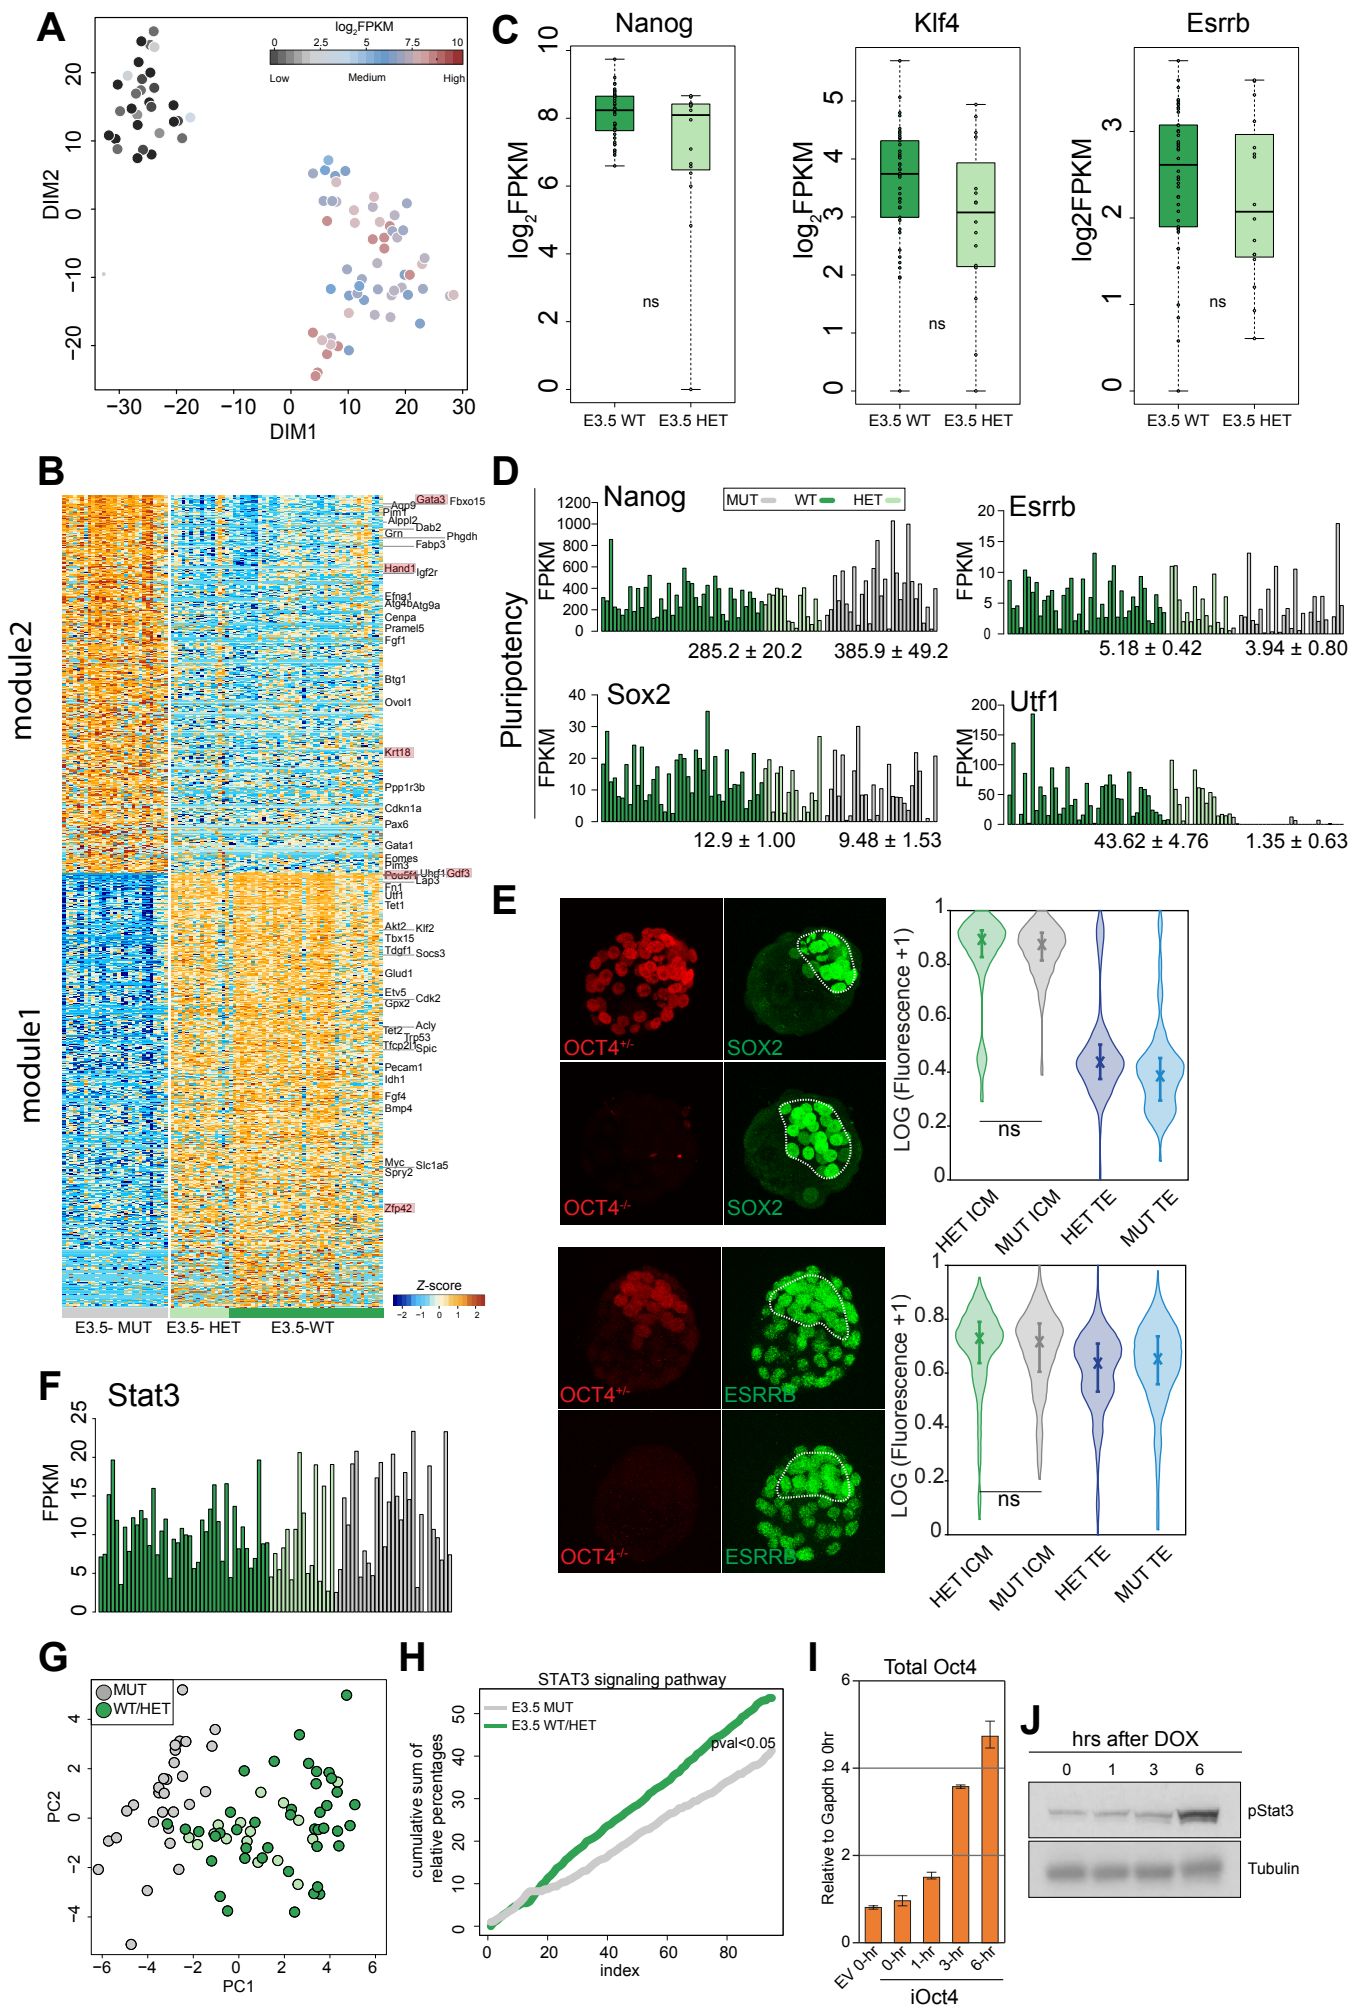

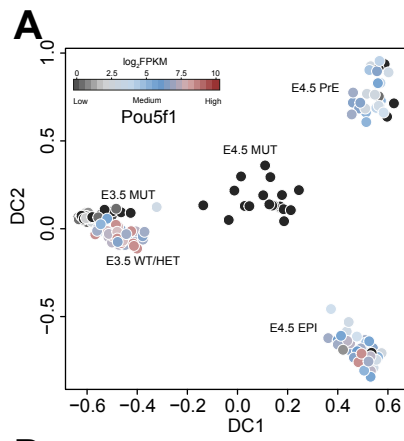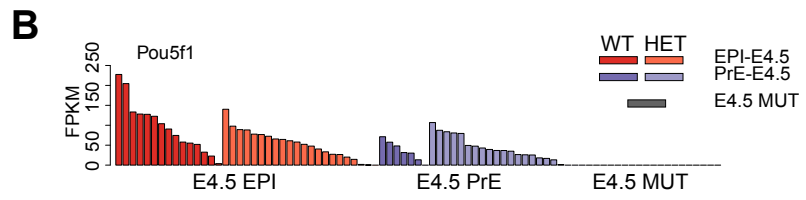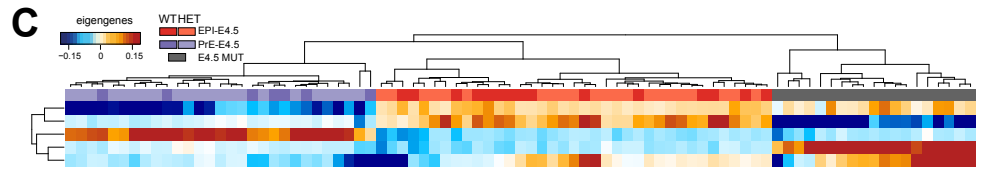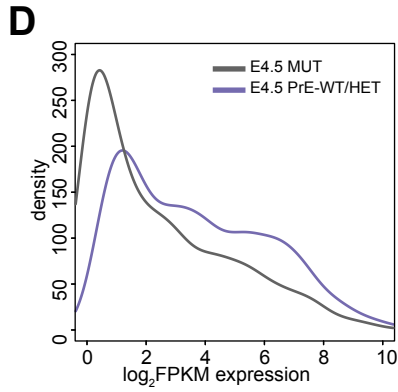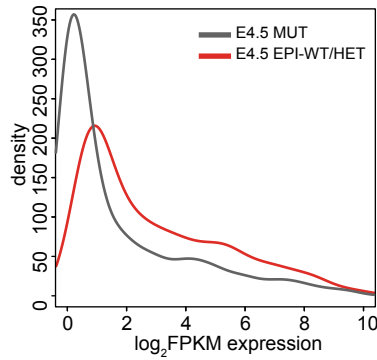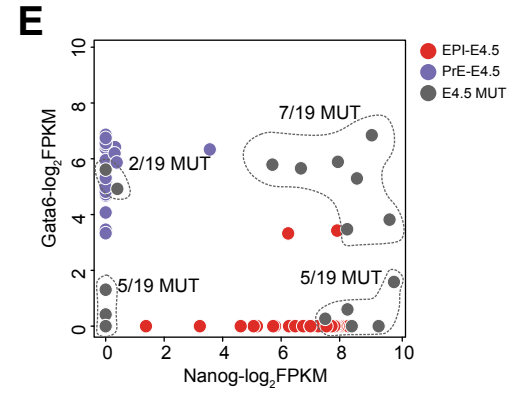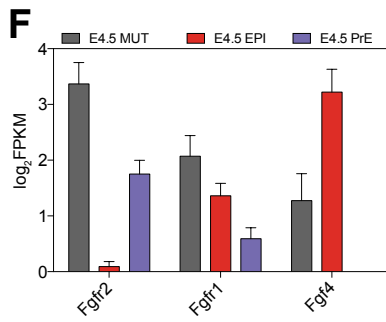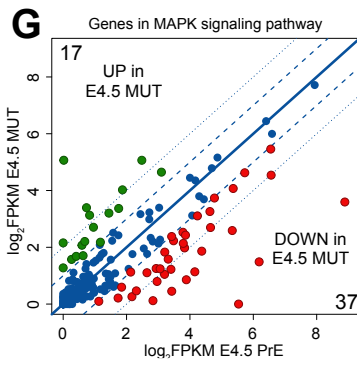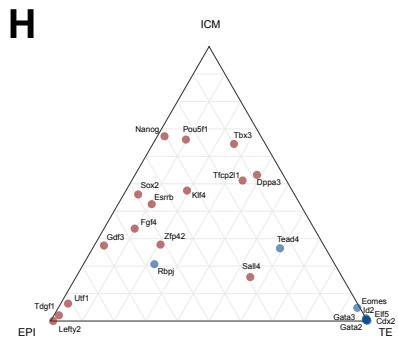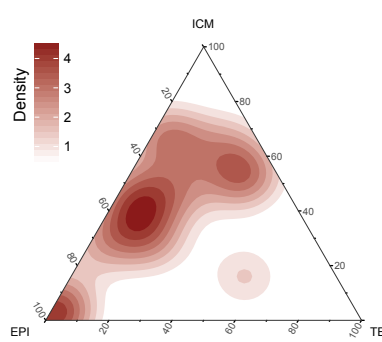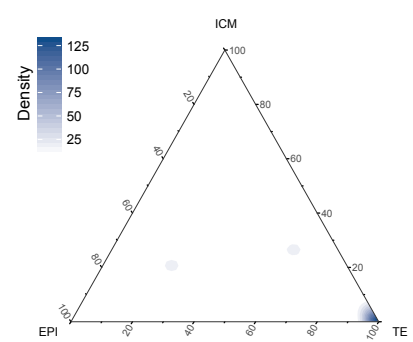

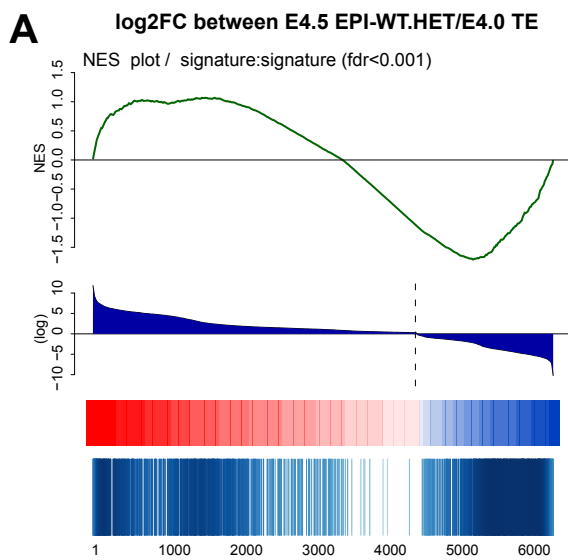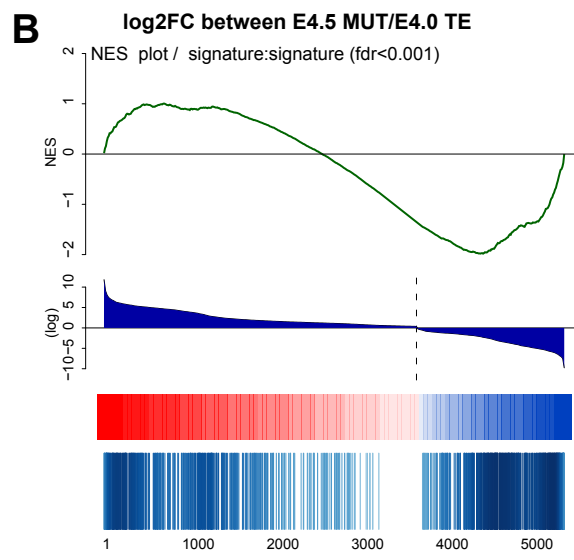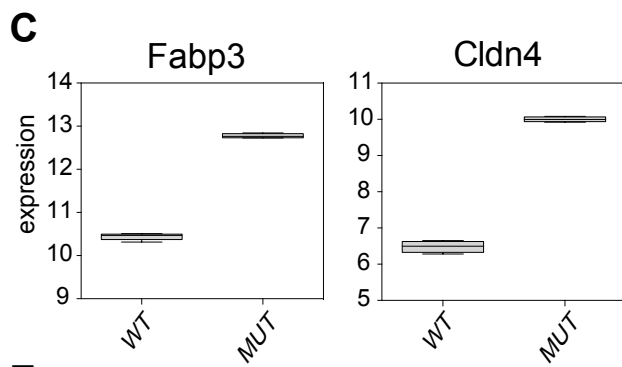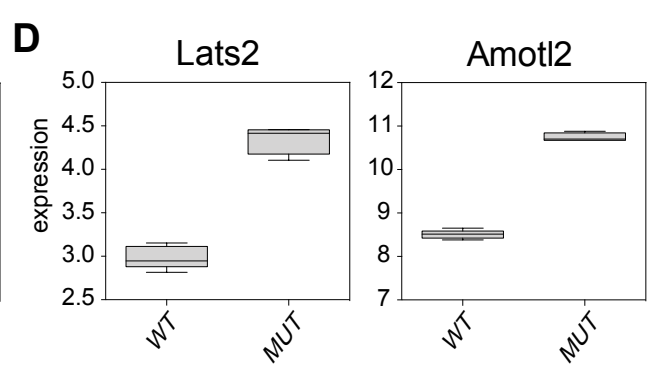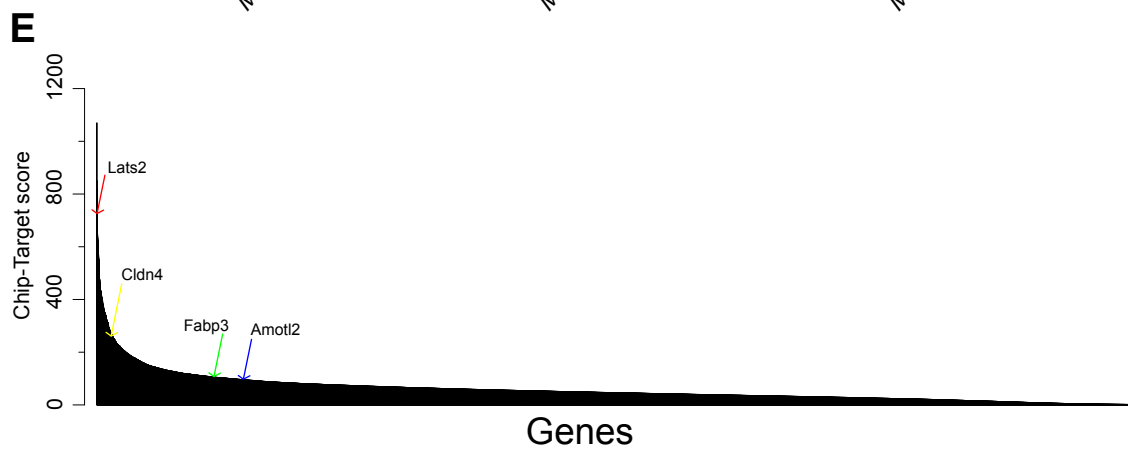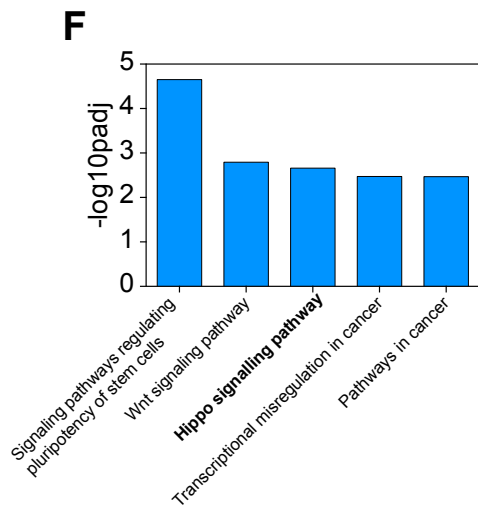

**Supplement:** Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

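Single ICM cells of mouse blastocysts with (WT, HET) or without (MUT) OCT4 were measured by Smart-seq2 at E3.5 and E4.5. At E3.5 there are 29 MUT cells from 4 embryos, 42 WT cells from 5 and 16 HET cells from 2, and at E4.5 19 MUT cells from 2 embryos and 66 WT or HET cells from 6, which the authors assign to EPI (37) or PrE (29). The authors removed the trophectoderm by immunosurgery and genotyped embryos from it. To make the counts the authors sequenced 125-bp read pairs, aligned them to GRCm38 with STAR 2.5.2a and counted read pairs per gene of Ensembl release 87 with htseq-count, after their own quality control of cells. The values used are the raw counts per gene and cell as the authors deposited them from htseq-count, without any normalization, with read pairs outside genes, in more than 1 gene or with more than 1 alignment given apart. Cell, embryo, genotype and lineage were taken from the authors' labels. The counts were checked to be whole numbers, with 49671 genes per cell of which 49412 have a gene record in the annotation used here for symbols and coordinates. No cell repeats another, and the highest correlation between any 2 cells is 0.899. Over all cells 4.72% of read pairs lie in no gene, 8.65% in more than 1 gene, and 32.3% align to more than 1 place.

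Counts were summed over the cells of an embryo, and at E4.5 also over its EPI and its PrE cells. The comparisons are MUT against WT/HET and HET against WT at E3.5, and MUT against EPI, MUT against PrE, EPI against PrE and MUT against whole WT/HET ICMs at E4.5. The difference between the E4.5 and E3.5 changes was tested as an interaction of stage and genotype. Genes were filtered with filterByExpr and normalized by trimmed mean of M values. They were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1). A prior count of 2 entered the log2 CPM of list tests and principal components. The fold changes of edgeR used its default prior count instead. P was adjusted by Benjamini-Hochberg over the tested genes of a comparison, with a threshold of 0.05. Where leaving out an embryo leaves 1 MUT embryo, the lone embryo is assumed to vary like the other group. The EPI and PrE sums come from the same 6 embryos. The correlations between the sums of an embryo, after removal of the lineage means, were 0.0661, 0.0465, 0.00894, 0.0424, 0.0142 and 0.0473, so embryo was not used as a block in the reported fit and was used as an alternative.

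Gene lists were tested with camera at an inter-gene correlation of 0.01 on log2 CPM per embryo, adjusted over 17 lists, for lists with 3 or more tested genes. They cover glycolysis, the TCA cycle, oxidative phosphorylation, fatty acid degradation, lysosome, Atg genes, lysine acetyltransferases, JAK/STAT, ERK/MAPK, Notch, Hippo, tight junction, pluripotency, TE markers, PrE markers, p53 targets and the Y chromosome. All were written by hand from general knowledge and are not the KEGG lists of the paper. Camera weighs a list against the other genes, and fry tests the list by itself. A median over a list is the median of its differences of mean log2 CPM, and it can differ from the median of the edgeR fold changes. Genes at 0 were set to their bound in medians of the edgeR fold changes only. Of these only that of the TE marker list moves, from 5.90 to 5.43 against PrE, where 3 genes are at 0.

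A cell counts as expressing a gene from 1 count. Shares of cells were compared as means per embryo with exact permutation tests of the embryo labels. FPKM per cell was computed with the summed exon length of each gene and the counts assigned to genes. A group with 0 counts is given as a bound, with a floor of 3 counts over the group. Principal components were computed on the 1000 most variable genes, and cells were compared with their 10 nearest cells from other embryos by Pearson correlation of log2(CPM + 1).

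Genes named are all genes that the paper's text names for the embryo cells. Added to them for each comparison are the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap and whose mean over all embryos of the comparison is 20 CPM or more. Called members of a list were named by their 3 smallest adjusted p in the direction of the list. Some genes that the rule selects are not reported here. Pim3, Kat2a, Ndufv2, Sdhb and Sdhd fall outside this rule and were chosen after their values were seen.

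Alternatives were DESeq2 1.42.0, its size factors within edgeR, no filter on low counts, a filter at 10 CPM, limma-trend on the mean log2 CPM of cells (cells weighted equally), 9 shallow cells left out (counts under 0.5 of the median of their stage), WT embryos as the only controls, WT, HET and MUT (or EPI, PrE and MUT) fitted as 3 groups, each embryo left out, other detection thresholds (5 counts, 1 CPM, 10 CPM), cells thinned to 764927 counts at E3.5 and 1023219 at E4.5, read pairs outside genes in the library size, and for lists fry and an inter-gene correlation estimated from the data. These and the comparisons were chosen before the data were examined. Chosen afterwards were detection by FPKM, with thresholds of 0, 0.5, 1, 2, 5 and 10 looked at, the tests of lists in the stage by genotype comparison and the fits with Y-linked counts, summed counts or cells per embryo as a covariate.

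The tests were tried on a single simulated data set per comparison, with 200 changed genes. These were drawn from genes averaging 20 CPM or more and changed by 2 log2 units or more. Smaller changes were not simulated, so the shares found do not apply to them. At E3.5 edgeR found 93.5% of the changed genes and DESeq2 97.0%, with 2.60 and 21.8% of calls on unchanged genes. With the 2 MUT embryos of E4.5 edgeR found 42.0% against EPI, 36.5% against PrE and 61.0% against ICMs, with 2.33, 2.67 and 0.813% of calls on unchanged genes. DESeq2 found 70.0, 64.0 and 82.0%, with 55.4, 62.0 and 43.3% of calls on unchanged genes. Between EPI and PrE edgeR found 65.0% and DESeq2 80.0%, with 2.26 and 18.4% of calls on unchanged genes.

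The trophectoderm cells, embryonic stem cells, immunofluorescence and ChIP data of the paper were not analysed here. Its t-SNE, diffusion, WGCNA and ternary plots, its KEGG enrichment and its tests of single cells were not repeated.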

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

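Tests of trophectoderm cells or RNA, of genes in few cells, of single cells in an embryo, of the cells behind Pdgfra and Gata4 in embryo 5, of the mix of EPI and PrE cells and of lists in the stage by genotype comparison were chosen only after the result was seen.

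In some groups an embryo lay far from the others, by Dixon's test at its 95% critical value. This was so in 19 of 95 groups of named genes, where chance gives about 1 in 20, or 4.75. Among E3.5 MUT embryos these were embryo 10 with 0.14 CPM of Gdf3, a single count, and 20.1 CPM of Klf4, and embryo 12 with 311 CPM of Btg1 and 16.3 CPM of Socs3. Among WT/HET embryos they were embryo 11 with 123 CPM of Gdf3, embryo 15 with 161 CPM of Krt18 and embryo 16 with 6.40 CPM of Amotl2. In EPI embryo 5 stood out with 0.839 CPM of Gata4, 3.94 CPM of Pdgfra and 10.9 CPM of Fgfr2, embryo 1 with 10.2 CPM of Gata2 and embryo 6 with 96.6 CPM of Deptor. In PrE it was embryo 4 with 5.96 CPM of Nanog and 6.58 CPM of Gata2, and embryo 5 with 302 CPM of Utf1 and 89.9 CPM of Lefty2. Fgfr1 stood at 25.3 CPM in PrE of embryo 7, Tdgf1 at 47.1 CPM in that of embryo 6 and Gata3 at 13.5 CPM in that of embryo 1.

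All of these values but that of Klf4 are high ones. In 7 of the 18 high ones 1 cell may be the source. They are Amotl2, all 3 genes in EPI of embryo 5, Nanog and Gata2 in PrE of embryo 4 and Tdgf1 in PrE of embryo 6. There 1 cell held 91.9% or more of the counts, and without it the embryo was no higher than another embryo of its group. Beyond the limit even without their highest cell were 4, namely Btg1 in embryo 12, Gata2 in EPI of embryo 1, Utf1 in PrE of embryo 5 and Gata3 in PrE of embryo 1, which argues against 1 cell as their whole source. For the other 7, 1 cell cannot be told apart from a higher level in several. Gdf3 in embryo 10 is a single count, and the rest came within the limit without the highest cell, which can only lower the value, but stayed above the other embryos. Whether such a cell is a PrE cell was asked for embryo 5. There 1 cell holds all Fgfr2 counts of the EPI sum. It had counts for 2 of 24 PrE markers, where the other EPI cells of the embryo had up to 12 and PrE cells 19 or more. Another cell holds all Pdgfra counts and had 10 of the markers. These values argue against a PrE cell for Fgfr2 and Pdgfra. Only PrE markers were counted, so cells of any other class were not tested. A different EPI cell of embryo 5 holds 92.3% of the Gata4 counts. It had 12 of the markers and the other EPI cells up to 10, so for Gata4 a PrE cell stays open. No PrE cell had as few as 12. For the other cells this was not asked, and sex or genotype of an embryo stays open as a biological explanation, untested here.

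Some of these embryos decide a call. Without WT/HET embryo 15 Krt18 had a log2 fold change of 2.67 (adjusted p = 0.0190), without MUT embryo 12 Socs3 had -5.71 (0.00862), and without WT/HET embryo 16 Amotl2 had 4.39 (0.0195). Against EPI, leaving out embryo 5 called Pdgfra (10.59, 0.00592) and Fgfr2 (12.33, 0.000257), and leaving out embryo 1 called Gata2 (9.52, 0.0100). Against PrE the calls on Gata2 (7.89, 0.0323), Tdgf1 (10.11, 0.000567) and Gata3 (8.84, 0.0122) came without embryo 4, 6 and 1.

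For 11 named genes the change of MUT against WT/HET differed between the stages, by edgeR's interaction test (adjusted p from 0.000545 for Pou5f1 to 0.0480 for Gata2). The differences, E4.5 minus E3.5 in log2 units, were 13.60 for Gata2, 6.68 for Hand1, 5.10 for Krt8, 5.06 for Tdgf1, 4.41 for Krt18, 2.83 for Cldn4, 2.15 for Tfcp2l1 and 2.07 for Fgfr1. They were -1.86 for Pgk1, -7.64 for Pou5f1 and -7.73 for Gata4. Pou5f1 has 0 counts in E4.5 MUT cells and Gata2 is below the filter at E3.5, so the sizes for these genes depend on the prior count. Single genes of this comparison were not refitted with embryos left out, and only 2 MUT embryos stand behind each E4.5 change.

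Control sums mix EPI and PrE cells at E4.5 and not at E3.5. A mix lies between its parts, so it cannot be the whole source where the change against EPI and that against PrE both differ from the E3.5 change in the same direction. This was so by over 2 standard errors for 9 of the 10 genes that could be compared, at 2.13 standard errors for Fgfr1, the closest. For Gata4 it was not. Against EPI its change was 1.23 log2 units above that at E3.5 (standard error 2.31) and against PrE it was -7.71, so for Gata4 the mix of EPI and PrE cells is a candidate explanation. Gata2 was not compared. The stages were sequenced on 2 plates, each with 1 stage, so a shift of plate that acts on MUT cells alone cannot be told apart from stage. A biological difference between the stages stays open as a hypothesis.

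Lists differed between the stages as well (camera, adjusted over 17 lists). TE markers (median difference 3.78, adjusted p = 3.81e-07), tight junction (1.72, 0.000515), fatty acid degradation (1.33, 0.000173) and lysosome (0.62, 0.00154) moved up from E3.5 to E4.5 in MUT relative to WT/HET. PrE markers moved down (-3.05, 3.81e-07). With fry the adjusted p were 0.00137, 0.00163, 0.00215, 0.00576 and 0.00215. None was called with an estimated correlation between genes, at 0.160 for TE markers, 0.270 for lysosome and 0.174 for the others. Fry also called pluripotency (median difference -0.48, adjusted p = 0.00163) and JAK/STAT (0.63, 0.0443). Camera called neither (0.0991 and 0.317), nor did the estimated correlation (0.577 and 0.467). PrE cells are among the controls at E4.5 only, which by itself lowers PrE markers in MUT relative to them.

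The rise of TE markers has technical explanations to weigh, since immunosurgery lyses the trophectoderm. If some MUT cells were trophectoderm cells, the rest would look like controls. Summed over 23 TE markers, 19 of 19 MUT cells lay above the 95th percentile of EPI and PrE cells, 3186 summed CPM, with 4133 in the lowest MUT cell and a median of 10225. The controls had a median of 701. Of the MUT sum 83.3% comes from Fabp3, Krt8, Krt18, Cldn4 and Dppa1, and without these 5 only 6 of 19 MUT cells lay above that percentile. By number, MUT cells held 8 to 18 of the markers, EPI cells 2 to 12 and PrE cells 3 to 14, and 7 MUT cells had more than any control. Since these measures disagree, trophectoderm cells among the MUT cells cannot be told apart from TE transcripts in all of them. RNA from lysed trophectoderm would reach every embryo, and EPI and PrE cells held 11.3% of the summed level in MUT, at most 14.6% in an embryo, which argues against this source as the whole of the signal. A loss of OCT4 that lets ICM cells take up TE transcripts stays open, untested here.

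Genes outside those the paper discusses were above their controls in MUT embryos. At E3.5 the MUT means were 53.7 CPM for Efna1, 54.2 CPM for I0C0044D17Rik, 84.4 CPM for Tmem56, 748 CPM for Trim43c and 88.7 CPM for Gm3286. At E4.5 they were 744 CPM for Dppa1, 202 CPM for Gm12169, 2541.5 CPM for BC053393 and 87.5 CPM for Perp. Efna1, Trim43c, Dppa1, BC053393 and Perp lay above the 95th percentile of the control cells in most cells of every MUT embryo. The lowest share in an embryo was 75.0% at E3.5 and 63.6% at E4.5, which argues against a few cells as the source. The share fell to 30.0% for I0C0044D17Rik and Tmem56, to 50.0% for Gm3286 and to 45.5% for Gm12169, and for these genes few cells cannot be told apart from a rise in all, since 50.0% of the cells or fewer exceed that percentile in an embryo and most do in another. Trim43c and Gm3286 may belong to families of similar genes, and reads that align to more than 1 place are not counted, so their level is uncertain. The Trim43c call also needs MUT embryo 10 (3.56 and 0.0556 without it). None of these genes overlaps between the groups, and at each stage both groups have embryos with few and with many Y-linked counts, which argues against sex as the whole source. Genotype stays open as a biological explanation.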

How the results depend on the processing

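Chosen only after the results were seen was the test of cells with both Gata6 and Nanog at an FPKM above 1, and all other settings of this part were set in advance. Of 1475 single-gene values under an alternative other than a left-out embryo 1319 kept direction and call, 67 gained a call, 65 lost it and 24 reversed. Of 541 list tests 488 kept both, 17 gained, 17 lost and 19 reversed. Of 130 other values 90 stayed, 34 moved, 5 gained, and 1 reversed. Of 64 FPKM means 46 stayed and 18 moved. Where a setting tests fewer genes or fewer embryos its own construction contributes to the change. Elsewhere the cause was not tested.

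DESeq2 called 1607 at E3.5, 181 for HET against WT, 1691 against EPI, 1219 against PrE, 1447 between EPI and PrE, 2386 against ICMs and 1816 for stage by genotype. It called 272 EPI-enriched and 253 PrE-enriched genes lower in MUT and 546 genes alike against both lineages. Cells weighted equally called 1353 at E3.5, 3 for HET against WT, 1479 against EPI, 1097 against PrE, 1824 between EPI and PrE, 1770 against ICMs and 1445 for stage by genotype, with 255 EPI-enriched, 275 PrE-enriched and 508 alike genes. This weighting shifts the median of all genes by -0.23 at E3.5, -0.20 against EPI and -0.24 against PrE, where the reported fits have -0.02, -0.03 and 0.05, so its fold changes are to be read relative to that shift. Reversed with it were Stat3 -0.039 at E3.5, Cdx2 -0.12 for HET against WT, Socs3 0.022 for HET against WT, Nanog -2.03 against EPI, Tead4 -0.34 against EPI, -0.19 against PrE and -0.32 against ICMs, Sox17 -0.36 against EPI, Deptor -0.058 against EPI, Eno1 -0.11 between EPI and PrE and Gata6 0.24 against ICMs. Lists, given by their adjusted p, reversed for Notch 0.700 against ICMs and 0.604 against EPI, oxidative phosphorylation 0.826 against ICMs and lysine acetyltransferases 0.698 against PrE. A call was lost for lysosome 0.0585 at E3.5 and pluripotency 0.0764 against ICMs and gained for TCA cycle 0.0136 at E3.5.

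With WT embryos as the only controls the calls numbered 435 at E3.5, 48 against EPI, 27 against PrE, 25 against ICMs and 470 for stage by genotype. This leaves 2 against 2 embryos at E4.5. EPI-enriched genes called lower numbered 8, PrE-enriched 7 and alike genes 9. Reversed were Gata6 0.55 against ICMs and the lists Notch 0.667 against ICMs and 0.665 against EPI, oxidative phosphorylation 0.632 against ICMs and 0.575 against PrE and pluripotency 0.851 against PrE. The call on tight junction 0.171 against PrE was lost. Against ICMs the 3-group fit sets MUT against the mean of EPI and PrE, which gives both lineages equal weight. It called 678 against ICMs and reversed Pdgfra 2.03 against ICMs, Gata6 2.23 against ICMs, Fgf4 4.38 against ICMs and Tdgf1 1.08 against ICMs. Of these Fgf4 was called (adjusted p = 0.00899), and Gata6 (0.187), Pdgfra (0.297) and Tdgf1 (0.777) were not. Fgf4 has 0 counts in PrE, so the size of its change in this fit depends on the prior count. Lineage-enriched genes chosen in embryos 1, 2 and 5 and measured against 4, 6 and 7 were called lower in 24 (EPI) and 22 (PrE) cases.

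Without a filter on low counts the median of all genes was -0.36 against ICMs and -0.13 at E3.5. Reversed were Hk2 -0.0014 between EPI and PrE and Eno1 -0.013 between EPI and PrE and the lists tight junction 0.730 at E3.5, oxidative phosphorylation 0.810 against ICMs, lysine acetyltransferases 0.972 against PrE and Notch 0.972 against PrE, and calls were gained for TCA cycle 0.00892 at E3.5 and ERK/MAPK 0.0292 at E3.5. A filter at 10 CPM reversed Eno1 -0.00062 between EPI and PrE and the lists Notch 0.341 against ICMs and 0.342 against EPI, and called TCA cycle 0.0270 at E3.5, fatty acid degradation 0.00528 against ICMs and 0.0285 against EPI, Atg genes 0.0315 against ICMs and lysosome 0.0273 against PrE. Eno1 between EPI and PrE, a difference near 0, reversed with DESeq2 (-0.028), its size factors (-0.029) and shallow cells left out (-0.0027). With embryo as a block Hk2 -0.0092 and Eno1 -0.13 reversed, 3 genes gained and 1 lost a call, and 840 genes were called in place of 958.

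As a list test fry called TCA cycle 0.0219 at E3.5, lysine acetyltransferases 0.0253 at E3.5, ERK/MAPK 0.0253 at E3.5 and 0.0258 against ICMs, JAK/STAT 0.0237 against EPI, lysosome 0.0415 against PrE, pluripotency 0.0424 against PrE, p53 targets 0.0415 against PrE and Atg genes 0.0451 against PrE and not lysosome 0.0727 at E3.5. It reversed tight junction 0.921 at E3.5, oxidative phosphorylation 0.671 against ICMs, Notch 0.758 against EPI and ERK/MAPK 0.437 against PrE. With the correlation estimated from the data calls were lost for lysosome 0.431 at E3.5, 0.327 against ICMs and 0.0732 against EPI, fatty acid degradation 0.431 at E3.5, pluripotency 0.431 at E3.5, 0.327 against ICMs and 0.0732 against EPI, TE markers 0.431 at E3.5, tight junction 0.327 against ICMs, 0.189 against EPI and 0.197 against PrE and PrE markers 0.327 against ICMs and 0.222 against EPI, and TE markers kept theirs in the E4.5 comparisons.

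Among detection thresholds, MUT cells with Pou5f1 at E3.5 fell to 34.5% at 5 counts and 6.90% at 10 CPM, and EPI cells with it to 89.2% at 10 CPM. MUT cells with Cdx2 went from fewer to 0.558 percentage points more than WT/HET at 5 counts. Cells with both Gata6 and Nanog exceeded those in PrE by 36.4 points at 5 counts, 41.0 at 1 CPM, 31.9 at 10 CPM, 37.3 with cells thinned to the same depth and 31.9 at an FPKM above 1, 1 of 6 such thresholds looked at, each at the smallest p that 28 splits allow, 0.0357. With read pairs outside genes counted in the library size the mean FPKM falls by construction. For E3.5 MUT cells the values were Hand1 29.8, Btg1 22.1, Gata3 18.5, Klf4 4.35, Tfcp2l1 16.4, Nanog 184, Sox2 4.56 and Esrrb 1.85. For E3.5 WT/HET cells the values were Btg1 5.03, Il6st 0.674, Klf4 6.29, Tfcp2l1 37.4, Socs3 9.81, Nanog 142, Sox2 6.44 and Esrrb 2.58. For E4.5 PrE cells the values were Pdgfra 10.7 and Sox7 35.1.

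Each embryo was also left out in turn, for stage by genotype only the 6 MUT embryos. Of 1548 single-gene values 1411 kept direction and call, 19 gained a call, 87 lost it and 31 reversed. Of 595 list tests 555 kept both, 8 gained, 9 lost and 23 reversed. Of 173 other values 142 stayed, 19 moved, 10 lost a call, 1 gained and 1 reversed. Called genes ranged from 482 to 882 at E3.5, 226 to 774 against EPI, 169 to 534 against PrE, 524 to 1061 against ICMs and 562 to 878 for stage by genotype. The lowest number at E3.5 came without WT/HET embryo 14, and at 497 that without MUT embryo 10 was next. In every E4.5 comparison with MUT, and among the MUT embryos left out for stage by genotype, the lowest came without MUT embryo 3, which leaves 1 MUT embryo, assumed to vary like the other group. Without MUT embryo 8 the numbers were 271 against EPI, 253 against PrE, 835 against ICMs and 761 for stage by genotype. HET against WT had 0 calls in every such fit, and EPI against PrE 649 to 916. Further ranges are 57 to 172 genes changed alike against EPI and PrE, 66 to 138 PrE-enriched genes called lower in MUT, 61 to 147 EPI-enriched genes called lower in MUT, a distance of 1.12 to 1.3 from EPI on component 1, a distance of 2.39 to 3.40 from EPI on component 2, a distance of 0.78 to 0.91 from PrE on component 1, a distance of 2.58 to 3.48 from PrE on component 2, 45.5 to 59.2 percentage points more MUT than EPI cells with both Gata6 and Nanog, 28.3 to 42.0 percentage points more MUT than PrE cells with both Gata6 and Nanog and -9.54 to 0.465 percentage points for MUT cells with Cdx2 at E3.5. Genes that reversed had log2 fold changes in the following ranges. For HET against WT Esrrb -0.26 to 0.0027, Utf1 -0.28 to 0.40, Cdx2 -0.37 to 1.27, Tfcp2l1 -0.18 to 0.077, Il6st -0.15 to 0.88 and Socs3 -0.72 to 0.30. Against EPI Tead4 -0.052 to 1.31, Sox17 -6.04 to 2.06, Gata4 -4.39 to 3.19, Hk2 -1.50 to 0.016 and Deptor -0.48 to 1.34. Against PrE Hk2 -1.38 to 0.072. Between EPI and PrE Tead4 -0.12 to 0.48, Hk2 -0.26 to 0.22, Eno1 -0.11 to 0.16 and Rptor -0.61 to 0.78. Against ICMs Hk2 -1.49 to 0.017, Deptor -0.088 to 1.73 and Tead4 -0.045 to 1.32. Lists that changed call or direction had adjusted p in these ranges. At E3.5 they are glycolysis 0.436 to 0.995, TCA cycle 0.0180 to 0.14, lysosome 0.0226 to 0.0678, ERK/MAPK 0.0268 to 0.128, tight junction 0.471 to 0.989, pluripotency 0.00403 to 0.0717 and PrE markers 0.418 to 0.904. Against ICMs they are fatty acid degradation 0.0386 to 0.342, tight junction 0.000847 to 0.154 and oxidative phosphorylation 0.714 to 0.927. Against EPI they are glycolysis 0.0399 to 0.382, Notch 0.500 to 0.954, tight junction 0.000419 to 0.155 and PrE markers 0.000217 to 0.236. Against PrE they are lysine acetyltransferases 0.816 to 1.000, JAK/STAT 0.481 to 0.969, Notch 0.794 to 0.990, Hippo 0.657 to 0.969, tight junction 0.0182 to 0.732 and pluripotency 0.702 to 0.993.

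Depth sets how far down a gene can be measured. A gene with 0 counts in a MUT group is bounded by a floor of 3 counts over the group. In the 2 MUT embryos of E4.5 such a floor of 3 counts in a single embryo is 0.176 CPM (embryo 3) and 0.242 CPM (embryo 8). With a MUT embryo left out the smallest p of an exact permutation test is 0.143, so these tests say nothing about stability.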

Differences from the paper's values

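Detection by FPKM is the only test of this part chosen after the result was seen. The paper's calls come from scde or, in some figures, from Student's t test, on single cells, while those here take embryos. Means of FPKM per gene read from Figs. 1D, 1E and 2D and Fig. S1D, and the numbers of cells, match the values here.

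The paper counts 7 E4.5 MUT cells with both Gata6 and Nanog, and 11 had at least 1 count of each here. Of the alternatives set before the data were examined, 10 CPM gives 7. The others, 8 cells at 5 counts, 9 at 1 CPM and 9 with cells thinned to the same depth, come within a factor of 1.5 of it. FPKM thresholds were looked at only after seeing the values. Of 6 of them, an FPKM above 1 or 2 also gives 7 cells, above 0, 0.5, 5 and 10 the numbers are 11, 8, 6 and 5.

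The paper has 814 EPI-enriched genes and 450 were called here. DESeq2 (668) and cells weighted equally (811) come within a factor of 1.5. DESeq2 size factors (444), no filter (428), a filter at 10 CPM (453), shallow cells left out (428) and embryo as a block (390) do not.

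The paper's text has 419 variable genes shared by the comparisons of MUT with EPI and with PrE, and gives no direction. The labels of Fig. 4E, read by eye, have them as higher in MUT, and 102 genes were called so here. Read in that way, no alternative reaches 419. DESeq2 gives 229, its size factors 112, no filter 137 and a filter at 10 CPM 152. Cells weighted equally give 260, shallow cells left out 97 and WT embryos as the only controls 8. Genes called with the same sign against both lineages, higher or lower, number 175 in the reported fit. On that count DESeq2 (546) and cells weighted equally (508) exceed 419, and the other settings stay below it.

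Against EPI alone the paper shows about 950 genes higher in MUT (Fig. 4E, read by eye), and 298 were called here. Cells weighted equally (716) come within a factor of 1.5 of it. DESeq2 (571), its size factors (326), no filter (318), a filter at 10 CPM (357), shallow cells left out (269), WT embryos only (36) and the 3-group fit (360) do not. Against PrE it shows about 660 (Fig. 4E, read by eye), with 213 called here. DESeq2 (443) and cells weighted equally (506) come within the factor, and size factors (231), no filter (253), a filter at 10 CPM (255), shallow cells left out (211), WT embryos only (18) and the 3-group fit (292) do not.

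Statements on single genes differ as well. The paper describes Oct4 RNA as missing from E3.5 MUT cells, and 21 of 29 had counts, 2 of 29 at 10 CPM or more. It describes Utf1 as undetectable there, and 6 of 29 cells had counts. Klf4 is described as significantly lower at E3.5 in the text and as without a significant change in the legend, and was not called here under any alternative (log2 fold change -0.41, adjusted p = 0.492). Socs3 is described as nearly undetectable and was called lower by DESeq2, with cells weighted equally and without MUT embryo 12 but not by edgeR (-3.42, 0.0756). Among PrE genes the paper calls lower, Sox17 was not called (-4.67, 0.119) except by DESeq2, with cells weighted equally and without MUT embryo 8.

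Fgf4 is described as lower in E4.5 MUT and was not called against EPI (-1.93, 0.236) under any alternative. At E3.5 it was called lower (-3.79, 0.0270), except without MUT embryo 17 (0.0711) or WT/HET embryo 14 (0.0549). Fgfr1 is described as higher and against ICMs was called by DESeq2, with a filter at 10 CPM and with shallow cells left out, not otherwise (1.57, 0.0588). Tead4 is described as lower. Its log2 fold change was 0.80 against ICMs, 0.78 against EPI and 0.92 against PrE without a call, and below 0 with cells weighted equally (-0.32, -0.34 and -0.19, where the medians of all genes were -0.17, -0.20 and -0.24). Without MUT embryo 8 it was -0.04 against ICMs and -0.05 against EPI. Tdgf1, Utf1 and Lefty2 are placed among genes without expression in E4.5 MUT, and 12, 9 and 1 of 19 cells had counts.

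Of glycolysis genes the paper has as lower, Pkm was called against EPI (-0.92, 0.0392). Against ICMs it was called only by DESeq2, with a filter at 10 CPM, with cells weighted equally and without WT/HET embryo 1 (-0.71, 0.0526 by edgeR), and against PrE only with cells weighted equally (0.0312). Hk2 was called only against ICMs with cells weighted equally (-1.65, adjusted p = 0.0349, not called by edgeR). Rptor (-1.08, 0.521 against ICMs) and Deptor (1.10, 0.240), described as changed, were not called under any alternative.

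Pathways were tested with lists written by hand, which are not those of the paper. JAK/STAT, described as lower at E3.5, was not called (adjusted p = 0.541, alternatives 0.0727 to 0.911). Of the lysine acetyltransferases at E4.5 7 of 11 were lower against ICMs, none was called, and the list was not either (0.460, alternatives 0.0917 to 0.600). Glycolysis and Atg genes went in the paper's direction by tally, 21 of 34 lower and 12 of 18 higher. Fatty acid degradation, described as higher at E4.5, was called against ICMs only with a filter at 10 CPM (0.00528) and without WT/HET embryo 1 (0.0386), and otherwise not (0.0699, alternatives up to 0.342). Against EPI the filter at 10 CPM called it too (0.0285). At E4.5 ERK/MAPK was called lower only against ICMs with fry (0.0258, alternatives up to 0.863). The lysosome list was called against EPI and ICMs but against PrE only with fry and a filter at 10 CPM (0.177, alternatives 0.0273 to 0.826).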

Other observations

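Tests of other splits, of Y-linked and summed counts, of shared MUT embryos and of RNA from other cells of the plate were chosen only after the result was seen, and the Cdx2 depth test was not.

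Of 100 splits of the 11 E3.5 embryos into 4 and 7 drawn from 330, 1 gave as many called genes as the real one, namely the real one itself, so chance is excluded for the 746 calls. For the 4 lists called at E3.5 together (5 of 100) it is not excluded. The same holds for TE markers (6), pluripotency (12), fatty acid degradation (6) and lysosome (5) by themselves. Between EPI and PrE 1 of 32 swaps within embryos, the real one, gave as many calls. The authors assigned the 2 classes from the same transcriptomes, which fixes this outcome, so the swaps say nothing about chance there.

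Lists at E3.5 that belong to no statement of the paper were fatty acid degradation, lower in MUT (camera adjusted p = 0.00241, 1 gene called higher and 3 lower, or 2 and 7 within the list), and lysosome, higher (0.0280, 14 and 1, or 19 and 5). The median differences were -0.80 and 0.21. Neither was called with an estimated correlation between genes (0.431). Fry did not call the lysosome list (0.0727), and it was lost without MUT embryo 12 (0.0678), MUT embryo 17 (0.0628) or WT/HET embryo 11 (0.0618). Fatty acid degradation goes down at E3.5, where chance is not excluded, and stands higher at E4.5. PrE markers were higher in MUT than in EPI (0.00135), and without MUT embryo 3 or 8 the adjusted p was 0.155 and 0.236.

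Lists of Hippo, p53 target and Y-linked genes were not called by camera in any comparison with MUT, also with single embryos left out. Fry called p53 targets against PrE (0.0415, where camera gave 0.224). Against ICMs the adjusted p was 0.197 for Hippo (median difference 0.36), 0.198 for p53 targets (0.77) and 0.271 for the Y chromosome (-3.49). At E3.5 these were 0.156, 0.541 and 0.479. Amotl2, a Hippo gene, was 3.35 log2 units higher at E3.5 and not called (adjusted p = 0.0653). DESeq2, the equal weighting of cells and WT embryos alone called it, as did leaving out WT/HET embryo 16. Stk3 (-0.94, 0.329) was called lower only with cells weighted equally, and Lats2 (1.24, 0.194) was not called under any alternative.

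Sex is not balanced between the groups. MUT embryos 3, 10 and 17 held 1, 0 and 1 counts of 4 Y-linked genes and WT embryos 5, 13 and 18 held 43, 22 and 0, while the other embryos held 1037 or more. With Y-linked counts in the fit 538 of the 746 calls at E3.5 and 678 of the 1039 at E4.5 stayed past the threshold. With summed counts per embryo they were 463 and 690, and with cells per embryo 589 and 746. All calls kept their sign in each of these fits. These values argue against sex or depth as the whole source of the calls. They could still contribute to single genes, and genotype stays the biological explanation of the design.

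Of 11333 genes tested against WT/HET at both stages 146 were called alike (78 higher, 68 lower) and 10 with opposite sign. Of 707 called at E3.5 527, 74.5%, had the same sign at E4.5. Against EPI and PrE at E4.5 the same MUT embryos are used, which makes changes alike by construction. In 20 simulations of unchanged groups with shared MUT embryos, 0 genes were called alike in any of them, where 175 were found. Fold changes correlated at 0.831 in these simulations and at 0.732 in the data, with 77.6 and 74.5% of genes at the same sign. Shared MUT embryos are thus unlikely to give the called genes, while they do give correlations of this size.

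Residual Pou5f1 counts in E3.5 MUT cells may come from RNA of other cells of the plate. In 2 MUT embryos without Y-linked RNA, 15 cells held 73 Pou5f1 counts, 1.22% of the WT/HET level. The same share of the level of 4 Y-linked genes would be 64.8 counts, and 1 was found. This argues against such RNA as the source in these 2 embryos. WT embryo 13 of the same plate held 22 such counts (2.54 CPM) and WT embryo 18 held 0. RNA of other cells is therefore not excluded for every embryo of the plate. MUT embryos 12 and 19 have Y-linked RNA of their own, so the test cannot be made there. Maternal transcripts and transcripts of the deleted allele stay open and were not tested.

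Cdx2 was found in 4 of 8 cells of E4.5 MUT embryo 8 (284 counts, 22.9 CPM) and in 0 of 11 cells of embryo 3 (upper limit 27.3%, 3 over 11). Depth is argued against by the medians, as the median cell of embryo 3 had 1609943 counts and that of embryo 8 1611968. Embryo 8 has Y-linked RNA and embryo 3 has none, and stage within the blastocyst was not measured, so a biological explanation stays untested.

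The legends of the paper's FPKM plots give mean and SD. For Hand1 in E3.5 MUT cells the SD over cells is 41.5 and the SEM 7.70, and by eye the bar drawn is closer to the SEM.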
